# A haplotype-resolved genome assembly and gene expression map of Cushion willow

**DOI:** 10.1038/s41597-025-05132-3

**Published:** 2025-05-13

**Authors:** Jindan Wang, Kaiyun Chen, Rengang Zhang, Yuan Huang, Jiahui Chen

**Keywords:** Plant evolution, Natural variation in plants

## Abstract

*Salix brachista*, commonly known as Cushion willow, is a common component of subnival alpine assemblages and a dioecious or monoecious plant with a creeping stem and numerous lateral branches. Cushion willow takes cuttings more easier and has a specific sex system, making it a suitable system for studying the evolution of plant sex determination, adaptive evolution of alpine plants, and mining stress resistance gene resource that cope with the hostile alpine environment. Therefore, Cushion willow has potential value in genetic improvements for willows used as bioenergy crops, in gardening, and as ornamental plants. However, the genome of Cushion willow still contains some un-assembled repetitive sequences, and there is limited availability of a gene expression atlas, which hinders its potential use for the aforementioned purposes. Here, we updated the genome of Cushion willow to be haplotype-resolved and near telomere-to-telomere, and obtained a high-quality transcriptomic map. Our research provides a potential model species for alpine adaptive research, sex determination evolution studies, and improving willow crops.

## Background & Summary

*Salix* L. (commonly known as willows) is the largest genus of woody plants in the Northern Hemisphere within the family Salicaceae s.str., comprising ca. 400–520 species^1^. Willows have significant economic value due to their use in ornamental use, landscaping, soil engineering, wind prevention, etc^1–3^. Shrub willows have been identified as a promising biomass crop and are widely used for biomass production due to their ease of propagation and ability to grow quickly in short rotation coppice cycles with minimal fertilizer inputs. Therefore, they are considered the most suitable woody bioenergy crops and are widely planted^4^. To fully utilize the potential of renewable energy, it is important to maintain willows free of pests and diseases while improving yields without significantly increasing the need for fertilizers and water^5^. Willows are dioecious, though some species are monoecious, making them an excellent taxon for studying plant sex determination evolution in recent years. Willows exhibit both ZW and XY sex systems, and the location of their sex-determining regions is dynamic and varies among species^6–10^. Furthermore, willows are capable of vegetative reproduction from stumps, branches or roots, which allows for the simple generation of clones with the same genetic material^2^. These features make them convenient for control experiments aimed at studying gene functions.

Cushion willow (*Salix brachista* C. K. Schneider) is a common component of alpine subnival assemblages of the genus *Salix* L. It is a cushion plant with a creeping stem and a large number of lateral branches, growing to a height of usually no more than 5 cm^10^. Although mostly dioecious, we observed hermaphrodite flowers in one population, indicating that its sex determination region may be undergoing dynamic evolution. This makes it a very suitable system for studying willow sex determination evolution. It is mainly distributed in subnival zones with an elevation of around 4000 m (and occasionally found in lower elevations around 3000 m) in the Hengduan Mountains and adjacent areas, i.e. the eastern Himalaya and middle Yunnan Plateau. These high-altitude areas, such as the alpine subnival zone, are characterized by harsh environments, including strong solar radiation, strong winds, low temperatures, dramatic daily temperature fluctuations, hypoxia, poor soil, and uneven humidity and precipitation^11^. Plants in the alpine subnival zone, such as the Cushion willow, must cope with the harsh alpine environment. As a result, they have accumulated numerous stress resistance genes in their genome during their adaptive evolution to the alpine environment^12–14^.

In summary, Cushion willow is a suitable system for studying the evolution of plant sex determination, adaptive evolution of alpine plants, mining stress resistance genes in alpine plants, and studying related gene functions. Therefore, this species could have potential value in genetic improvements for willows used as bioenergy crops, in gardening, and as ornamental plants. However, the previously reported genome of Cushion willow still contains several repetitive sequences, such as telomeres and 5S rDNA, which remain un-assembled. Furthermore, there is a limited availability of a gene expression atlas. These factors hinder its potential value as mentioned above.

In this study, we present a high-quality genome and a transcriptome map of the Cushion willow, resolved by haplotype. (a) The haplotype-resolved, chromosome level genome was assembled using PacBio Revio System in circular consensus sequence, Illumina high-throughput chromosome conformation capture sequencing (Hi-C), Illumina high-throughput RNA-seq, and Nanopore full-length transcript technologies. We assembled 38 chromosomes that were classified as haplotype A and haplotype B. This result is consistent with previous karyotyping results (2n = 38)^15^. Haplotype A has a genome size of 401.5 Mb and contig N50 length of 22.6 Mb, while haplotype B has a genome size of 386.2 Mb and contig N50 length of 21.8 Mb (Table 1). The high-resolution genome annotated to 57,169 genes that contained 53,238 protein-coding genes and 3,931 RNAs (Supplement Table 5) (b) Transcripts were obtained from seven different organs, and full-length transcripts were obtained for mixed samples of these tissues. A total of 28,587 non-redundant transcripts were obtained from seven organs using Illumina sequencing. Additionally, 164.5 million full-length transcripts were obtained through Nanopore sequencing, with a mean read length of 981 bp and an N50 length of 1,194 bp. The Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) databases were used to annotate these transcripts and determine their function. Additionally, differentially expressed genes (DEGs) were identified in pairs of organs, and 33,414 alternative splicing (AS) events and 36,634 alternative polyadenylation (APA) sites were detected using full-length transcripts, which are more accurate than Illumina data (Figs. 5 and 6). The genome and transcriptome map of Cushion willow, resolved by haplotype, will provide valuable reference material for studying genetic improvement of Cushion willow plants and other alpine *Salix* species, as well as exploring the adaptive evolution of alpine extreme environments on the Qinghai-Tibet Plateau.

**Table 1:** Summary of the *S. brachista* genome assembly data.

Statistic	Haplotype A	Haplotype B
Total size (bp)	401,494,730	386,222,989
Number of gaps	1	1
Size of gaps (bp)	100	100
GC content (%)	34.88	34.88
Characteristic	Scaffold	Scaffold
Number of chromosomes	19	19
Max. (bp)	36,017,666	34,689,865
Mean (bp)	21,131,302	20,327,526
Min. (bp)	11,424,557	11,622,248
N10 (bp)	25,909,808	24,071,074
N50 (bp)	22,629,168	21,845,516
N90 (bp)	15,550,447	14,821,491
L10	2	2
L50	8	8
L90	16	17

## Methods

### Sample collection

For the extraction of genomic DNA, fresh young leaves of *S. brachista* were collected from Tianbao Mountain, Shangri-La Country, Yunnan Province, China. Additionally, we collected RNA from seven organs (roots, stems, young leaves, mature leaves, monoecious flowers, female flowers and male flowers) of Cushion willow plants. For each organ, three biological replicates were collected from different plants. The newly obtained materials were promptly frozen in liquid nitrogen. The related sequences were obtained from Kaitleai Mingjing Gene Technology (Beijing) Co., Ltd.

### Genome and transcriptome sequencing

For the genome, we extracted total DNA using the CTAB method for sequencing^16^. Before long-read sequencing, the DNA was purified by DNeasy Plant Mini Kit (Qiagen, Germantown, MD, USA). The purity and integrity of the DNA were subsequently assessed by 1% agarose gel electrophoresis. Qubit 2.0 fluorometer (Life Technologies, Carlsbad, CA, USA) was using to assess the concentration of DNA. Following the positive assessment result, we constructed a PacBio long-read library and generated 38.3 Gb (~2.11 million reads) of HiFi raw data on the PacBio Sequel II platform (Supplementary Table 1). We prepared a Hi-C library following standard protocols^17^. The library was subsequently sequenced on the Illumina NovaSeq 6000 platform. Approximately 49.7 Gb (330.98 million reads) of Hi-C raw data were obtained (Supplementary Table 1).

For the transcriptome sequencing of seven tissues, total RNA was extracted from 21 individual samples across seven organs using the Plant RNA Kit. 

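Cushion willow is a low alpine willow whose plants bear female flowers, male flowers or, in monoecious plants, flowers of both sexes. RNA was sequenced from root, stem, young leaf, mature leaf, female flower, male flower and monoecious flower, with 3 libraries for each of the 7 organs (21 libraries). By the paper's account, the replicates of an organ came from different plants. Supplementary Table 2 gives clean reads per library, from 8.3 M reads in male flower replicate 1 to 21.9 M in stem replicate 2. The authors aligned the reads to haplotype A and calculated FPKM, TPM and coverage per gene with StringTie2. Read counts per gene were not used here. An approximate number of reads was therefore calculated from the coverage and length of each transcript and the read length of 147 or 148 bases. Its median was 24.12 M reads in female flower, 19.45 M in male flower, 26.3 M in monoecious flower and 20.8 M in root. It was 26.86 M in stem, 23.29 M in young leaf and 24.74 M in mature leaf. The range over all libraries was 9.6 to 29.06 M, which counts differently from the paper's clean reads. Male flower replicate 1 was the shallowest library. It listed 8793 of 28587 genes at 0 FPKM, against 4246 to 6532 in the other libraries, and its 100 most abundant genes held 40.34% of its FPKM, against 11.72% to 28.92% elsewhere. Expression levels, organ-specific genes and correlations were taken from FPKM as deposited. For tests between organs, FPKM were scaled between libraries by median-of-ratios factors (0.5019 to 1.2807) and compared on the log2(FPKM + 0.3) scale with limma. The scaling, the added 0.3 and the filter on low values could each change the numbers.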

The RNA quality and concentration were determined using a Nanodrop spectrophotometer and 1% agarose gel electrophoresis. In order to construct cDNA Illumina libraries, Oligo(dT) magnetic beads were utilized to eliminate rRNA, tRNA, and microRNA from the high-quality RNA. The mRNA was then reverse transcribed to yield cDNA by reverse transcriptase, and poly (A) and adapters were introduced. Finally, the cDNA was amplified by PCR to generate the cDNA library, which was subsequently sequenced on the Illumina NovaSeq. 6000 platform. Approximately 5 Gb of raw data were obtained from each sample (Supplementary Table 2). For Nanopore transcriptome sequencing, we first mixed the total cDNA from the five different organs (roots, mature leaves, young leaves, female flowers, and stems) of Cushion willow. The main step was adding a rapid adapter to each cDNA sequence to construct a 1D full-length library. This 1D library was run on an Oxford Nanopore PromethION. Finally, a total of ~16 Gb (16 million reads) of clean full-length transcripts was obtained (Supplementary Table 1).

### Haplotype genome assembly

We assembled the Cushion willow genome by combining PacBio single-molecule real-time long-read sequences, high-throughput chromatin conformation capture (Hi-C) sequences and Illumina short-read sequences from the National Center for Biotechnology Information (NCBI) Sequencing Read Archive (SRA) database (Project: PRJNA472210, Run: SRR9021434)^18^. First, we used HiFi data to initially assemble contigs using Hifiasm (v_0.16.1-r375)^19^. The Hi-C reads were compared with the contigs using Juicer^20^ and assisted in chromosome assembly using 3D-DNA (v_180922)^21^. We manually checked and adjusted the incorrect assemblies using Juicebox^22^. After two rounds of assisted assembly and manual correction, haplotype chromosome frames were generated. The gap in the chromosome was subsequently closed using TGS-GapCloser^23^ software based on the HiFi data (parameters:–ne–min_match 1000). Because of the chromosomes with unassembled telomeres or shorter telomeres, the HiFi reads were reused for comparison with the above-described assembled haplotype chromosomes by Minimap2^24^. Hifiasm software was used to reassemble the sequences near the telomeres, and the contigs obtained from the assembly were compared with the chromosomes to extend the chromosome telomeres outward and assemble a more complete telomere sequence TTTAGGG (Fig. 1)^25,26^. The assembled genome was subjected to two rounds of error correction using the software Nextpolish^27^ with Illumina data. Redundans^28^ was used to remove redundant sequences (rRNA fragments and low average coverage fragments)^25^. Finally, the two haplotype genomes were fully resolved at the chromosome level. The chromosome number and orientation were renamed according to the chromosome assembly of the Cushion willow published previously^15^. GetOrganelle (v_1.7.5)^29^ was used to assemble the chloroplast and mitochondrial genomes. The sizes of the chloroplasts and mitochondria were 155,612 bp and 630,081 bp, respectively (Supplementary Table 3).

**Fig. 1:**
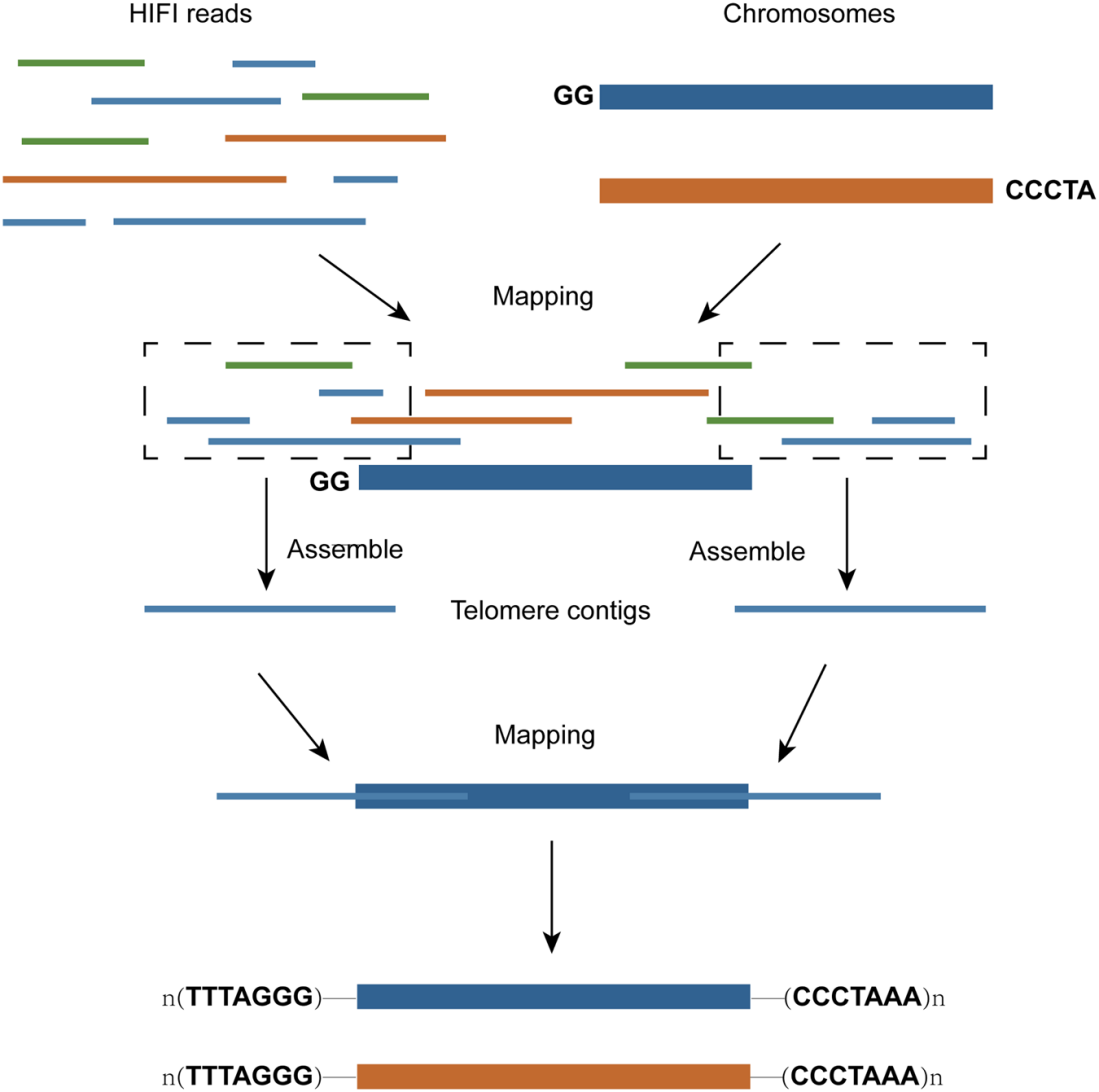
The schematic of assemble telomere to telomere.

### Gene identification and functional annotation

Before annotating the genomic information, we prepared two datasets for annotation. (1) We used publicly available homologous protein sequences from 17 species of the Salicaceae (*S. brachista*, *S. dunnii*, *S. purpurea*, *S. suchowensis*, *S. viminalis*, *Populus alba*, *P. alba* var. *pyramidalis*, *P. alba* x *P. glandulosa*, *P. davidiana* x *P. alba* var. *pyramidalis*, *P. deltoides*, *P. euphratica*, *P. ilicifolia*, *P. pruinosa*, *P. simonii*, *P. tremula*, *P. tremuloides*, *P. trichocarpa*) and *Arabidopsis thaliana* to combine 278,011 non-redundant protein sequences as homologous protein evidence for gene annotation. (2) The Oxford Nanopore Technology (ONT) transcriptome data were aligned to the reference genome using Minimap2^24^, followed by the use of Stringtie2 (v_2.2.1)^30^ to infer the transcript structure and assemble 85,880 transcripts. The Illumina RNA-seq data were downloaded from SRR7341541 in the SRA database^18^, which included 330,394 transcripts. Using PASA^31^, the above transcript data were merged into a set of transcript sequences containing 194,516 transcripts with structural annotations. Transposon elements were identified from scratch using EDTA^32^ (parameters:–sensitive 1–anno 1) to generate a TE library. Then, repeat regions in the genome were identified using RepeatMasker (http://www.repeatmasker.org/RepeatMasker/). A total of 1,138,238 repetitive sequences were identified, with a total length of 420,868,210 bp, accounting for 53.38% of the total genome length (Supplementary Table 4).

In the process of genome annotation, we undertook the following tasks: annotation, integration, and upgrading of genomes. Initially, we employed the MAKER2^33^ annotation pipeline to preliminarily integrate three types of annotations: *ab initio* gene prediction, homologous protein, and transcript evidence. We then masked repetitive sequence regions in the genome using RepeatMasker (default parameters). The AUGUSTUS^34^ software was utilized for *ab initio* prediction of the coding genes. The BLASTN and TBLASTX methods were employed for expression gene annotation, which was based on transcript evidence alignment with the genome. Exonerate^35^ was used to polish the annotation of expressed genes. Subsequently, AUGUSTUS was run again using the previous prediction results of expressed genes. Alternative splicing and UTR sequences were added to the predicted genes according to transcript evidence. The EVidenceModeler (EVM)^36^ was then run to integrate the results of gene annotation by MAKER2 and transcript evidence by PASA. Finally, the consistency gene annotation integrated results by EVM underwent two rounds of iterative upgrades using PASA. Upon obtaining these results, we removed coding frames containing stop codons, those without start codons or stop codons, and filtered overly short sequences less than 150 bp. Moreover, we used tRNAScan-SE^37^ to annotate tRNAs, Barrnap (v_0.9) (https://github.com/tseemann/barrnap) to annotate rRNAs and RfamScan^38^ to annotate various noncoding RNAs. In summary, we obtained 53,238 protein-coding genes, 1,414 rRNAs, 1,301 tRNAs and 1,216 ncRNAs (Supplementary Table 5).

After the genes were identified, their functional and structural characteristics needed to be annotated. This step involved the annotation of gene function using the homologous gene database eggNOG-mapper^39^ for GO and KEGG annotation. Furthermore, we obtained structural information about the genes through motif and domain annotations. This was achieved by employing InterProScan^40^ to compare structural domain similarities based on sub-databases of InterPro, such as the PRINTS, Pfam, SMART, and PANTHER databases. To determine the best alignment of the genes, Diamond^41^ was used to align protein sequences with several protein databases (Swiss_Prot, TrEMBL, NR and Arabidopsis) using the parameters identity > 30% and E value < 1e-5.

### Identification and expression analysis of allele genes

We identified alleles by the AlleleFinder pipeline (https://github.com/sc-zhang/AlleleFinder) based on the above high-quality haplotype genomes. Briefly, allele data were obtained from MCScanX^42^, GMAP^43^ and NCBI BLAST + based on two strategies: similarity and collinearity. First, using MCScanX, genes in syntenic regions were considered to be alleles. Then, the GMAP was used for further screening. Subsequently, alleles with more than 80% sequence similarity were recognized as pairs of alleles.

The RNA-seq data from the mature leaves of Cushion willow were used to analyze allele expression in both haplotypes. 

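Mature leaf was used by the authors to compare the expression of alleles, and 3 mature leaf libraries were available for it. The values given by gene cover both haplotypes and both organelle genomes in each library, with 57177 genes. Of these, 28447 lie on haplotype A, 28590 on haplotype B, 65 on the chloroplast and 75 on the mitochondrion. Reads that match both alleles equally well can be divided between them or placed on either by the aligner, so the level of a single allele is less certain than the sum of the pair. A gene was counted as expressed at a mean FPKM above 0.3, the threshold that the paper uses for genes of haplotype A. The list of allele pairs was not used here, and genes were counted per haplotype.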

Initially, the adapters were trimmed, and the low-quality reads (<50 bp) were filtered out using Trimmomatic (v_0.39)^44^ software. Subsequently, the transcripts of the alleles were aligned to the homologous genome using HISAT2 (v_2.2.1)^45^ software. The fragments per kilobase of exon model per million mapped reads (FPKM) values were calculated to show allele expression levels via Stringtie2.

### Transcript alignment and assembly

To obtain better analysis results, it is essential to filter the RNA-seq raw data by removing the adapters and trimming the low-quality reads via Trimmomatic. Then, through the use of the quality control software FastQC (v_0.11.9) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and MultiQC (v_1.12)^46^, we obtained information on the clean data, including GC content and base sequence quality (Supplementary Table 2), of each sample. This information helped us to determine whether the results met the downstream analysis requirements.

The clean data from 21 samples were aligned, and the transcripts were assembled. First, HISAT2 was used to align the clean data with the reference genome (choosing the high-quality haploid genome A), thereby obtaining positional information about the transcripts. Then, using SAMtools (v_1.15)^47^, we obtained sorted binary bam files that revealed detailed information about the alignment results. Moreover, Stringtie2 was used to assemble the aligned reads to obtain the assembled transcripts of each sample. Overall, 28,587 non-redundant transcripts were assembled from seven organs.

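The values given by transcript hold the same 28587 gene identifiers in each of the 21 libraries. These genes lie on haplotype A, the chloroplast and the mitochondrion, and 8275 of them have at least 2 transcripts. In 6340 of these 8275 genes the mean FPKM was at least 1 in every organ.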

It is necessary to conduct a repeated correlation test and eliminate samples with large differences in replicates to ensure the accuracy and value of the results. We computed the Pearson correlation coefficients among three biological replications based on the gene’s FPKM. The results revealed that the lowest Pearson’s correlation coefficient (r^2^) was 0.65, implying that all other correlation coefficients exceeded this value, this indicates robust replication among the biological replicates (Fig. 2).

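On FPKM, mature leaf replicates had the highest Pearson's r on average, with 0.979 to 0.989 over the 3 pairs of libraries, followed by young leaf with 0.941 to 0.960. Stem lay between 0.833 and 0.916, female flower between 0.821 and 0.945, male flower between 0.841 and 0.961, and monoecious flower between 0.860 and 0.989. Root replicates had the lowest r on FPKM. Root replicates 2 and 3 had an r of 0.655 (r squared 0.430), root replicates 1 and 2 an r of 0.726 (r squared 0.527), and root replicates 1 and 3 an r of 0.829. The gene with the highest FPKM in root, Sabrh08aG0093300 on chromosome 8 of haplotype A (7687540 to 7696413), ranged from 1600 to 7423 FPKM over the 3 root libraries. On the log2(FPKM + 0.3) scale the root pairs had r of 0.916 to 0.951, and the lowest pair was male flower replicates 1 and 3 with 0.863. On this scale the young leaf pairs, with 0.970 to 0.971, lay above the mature leaf pairs, with 0.962 to 0.969. The correlations were taken across all genes of 2 libraries at a time, and genes are not independent replicates, so no p is given. Without root replicate 2, the lowest r of the remaining pairs was 0.821.

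**Figure D1:**
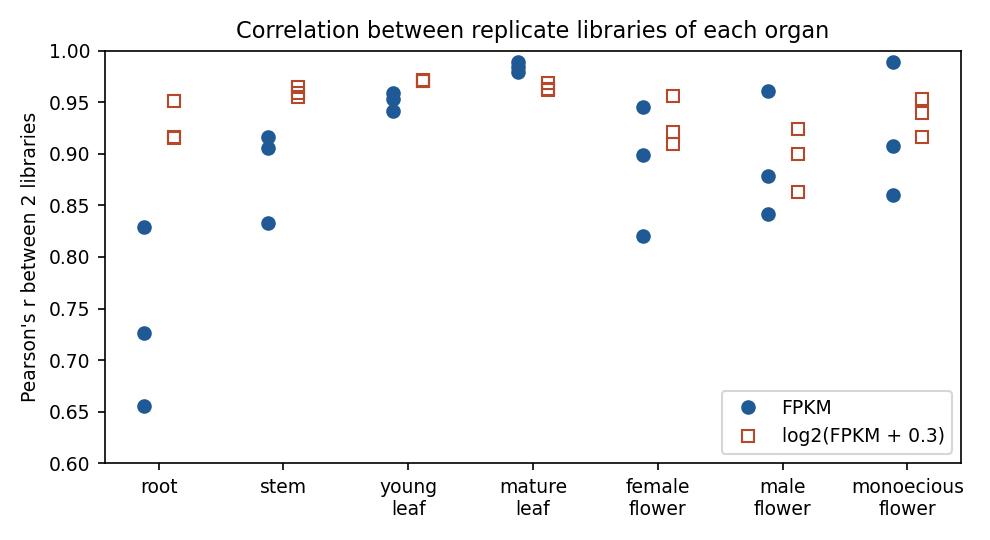
Pearson's r between the replicate libraries of each organ (vertical axis, no unit), with 3 pairs of libraries per organ (horizontal axis). Filled circles stand for FPKM and open squares for log2(FPKM + 0.3); the root circles lie at 0.655, 0.726 and 0.829 and the root squares between 0.916 and 0.951.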

**Fig. 2:**
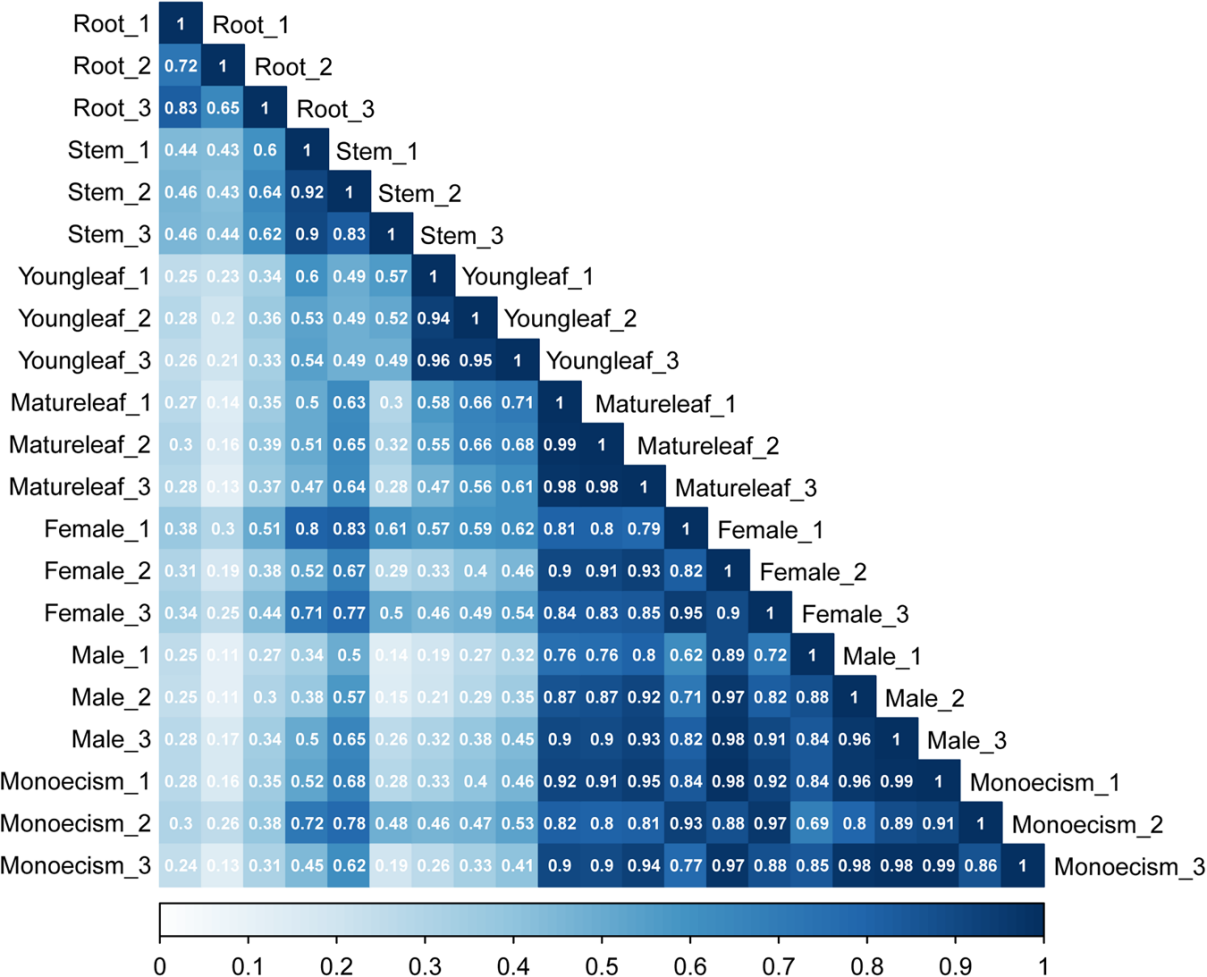
Correlation analysis of 21 RNA-seq samples from *S. brachista*. The dark blue color signifies greater similarity and repeatability between the two replicates.

### Determination of relative gene expression levels

The relative expression levels of each gene were calculated for various aspects, including high expression, organ-specific expression and differential expression. All calculations were based on the normalization of gene expression by FPKM values, which eliminated feature length and library size effects. We obtained gene expression tab files with FPKM values using the ‘-A’ parameter of Stringtie2. First, genes were screened and identified as expressed if FPKM > 0.3. Using a cutoff of FPKM > 20, distinctly high expression genes were detected in the root, stem, young leaf, mature leaf, monoecism flower, female flower and male flower of Cushion willow. Then, we subsequently compared and calculated the organ-specific expression of the genes via the R package Venn (v_1.10). Additionally, the differentially expressed genes (DEGs) were identified by the R package DESeq2 (v_1.32.0)^48^. Unlike FPKM, DESeq2 employs a negative binomial as its reference distribution and offers a unique normalization method called read count. Benjamini and Hochberg’s approach was used to adjust the resulting P values, thereby controlling the false discovery rate (FDR). The DEGs were designated as having an FDR < 0.01 and a log_2_ |fold change| >  = 1 according to DESeq2.

### GO and KEGG enrichment analysis

To predict the functions and pathways of genes across varying expression levels (highly expressed, organ-specifically expressed, differentially expressed), we annotated these genes using the GO and KEGG background files, which consist of three columns of information on gene ID, term and function/pathway extracted from the above genomic annotations. Using the R package clusterProfiler (v_4.0.5)^49^, the functions and pathways of genes at different expression levels were annotated by the GO and KEGG background files, respectively (pvalue: 0.05, padjustmethod: *Benjamini-Hochberg*). Finally, we compiled lists of the most notable gene annotations.

### Identification of AS events and APA sites

Based on the ONT full-length transcriptome data and the haplotype A genome of *S. brachista*, we performed an identification analysis of AS events and APA sites. 

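The cDNA of 5 organs (root, stem, young leaf, mature leaf and flower) was mixed and read as full-length molecules on a Nanopore sequencer, in 1 library. The paper names female flowers as the flowers in the mixture, while the sample labels name flowers without a sex. Because the organs were mixed before sequencing, an event or site is not tied to an organ and no replicate error can be given. For alternative splicing (AS), the deposited tables list each event with the transcripts that carry either form. For alternative polyadenylation, the deposited table lists each poly(A) site with its reads, TPM, strand, annotated feature, usage within the gene and signal hexamer. The sites held 7880825 reads in all. The lowest site had 10 reads and 1.27 TPM, so weaker sites were not listed, and the median was 52 reads. The splicing tables give no read numbers, and the depth behind an event is unknown. Shares are given with Wilson 95% intervals, which cover counting error only. Coordinates follow haplotype A and are counted from 1.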

First, we used the python script cdna_classifier.py in Pychopper2 (v_2.7.2) (https://github.com/epi2me-labs/pychopper) to trim and identify full-length transcripts. The full-length transcripts were self-corrected using the Flair (v_2.0.0)^50^ analysis process. Finally, the above full-length transcripts were utilized for the identification of variable AS events using the software package SUPPA2 (v_2.3)^51^ with default parameters. AS events were classified into seven categories: skipping exon (SE), mutually exclusive exon (MX), alternative 3’ splice site (A3), alternative 5’ splice site (A5), alternative first exon (AF), alternative last exon (AL) and retained intron (RI). APA sites were identified using LAPA (v_0.0.5)^52^.

## Data Records

The relevant raw data reported in this paper have been deposited in the National Genomics Data Center (NGDC)^53^, Beijing Institute of Genomics, Chinese Academy of Sciences/China National Center for Bioinformation under the BioProject accession number PRJCA022812 and PRJCA023075. The raw sequence data of genomic, including PacBio HiFi long-reads, Hi-C reads, have been deposited in the Genome Sequence Archive (GSA)^54^ at NGDC under the accession number CRA014642^55^. And raw sequence data of transcriptomic, which includes RNA-seq data from seven organs and Nanopore full-length transcript data, have also been deposited in the Genome Sequence Archive (GSA) at NGDC under the accession number CRA014607^56^. Genome assembly and annotation data has been deposited in the Genome Warehouse (GWH) in NGDC under the accession number GWHERDS00000000^57^. The allele genes data has been deposited in the figshare database^58^. The transcriptomic map data includes the FPKM of gene among seven tissues^59^, the GO and KEGG enrichment results of different expression levels^60^, AS events and APA sites^61^ can be store in the figshare database. The above data have been deposited in NCBI. The genomic raw data can be found in Sequence Read Archive (SRA) under the SRR32329603^62^ and SRR32329604^63^, while the assembly data has been deposited at GenBank under the accession JBLWMQ000000000^64^ and JBLWMR000000000^65^, and the genome’s annotation information is available in the figshare^66^. Additionally, the transcriptomic raw data have been deposited in the SRA under the accessions from SRR32340655 to SRR32340676^67–88^, and annotation files, read count files, FPKM files, and other processed files can be accessed through the GEO accession GSE289615^89^.

## Technical Validation

### Evaluation of the assembled and the annotated genome

The assembled haplotype genomes contained two high-quality haploid genomes, haplotype A and haplotype B. Haplotype A had 19 chromosomes with a genomic size of 401 Mb, while Haplotype B consisted of 19 chromosomes with a genomic size of 386 Mb. The GC content of both haploid genomes was 34.88% (Table 1). The scaffold N50 lengths of haplotype A and haplotype B were 22.63 Mb and 21.85 Mb, respectively (Table 1). Only one gap was found on the chromosome 15 of haplotype A and haplotype B (Supplementary Table 3).

The short reads and long reads were mapped to the assembled genome to evaluate genomic coverage by BWA^90^ and Minimap2. The RNA-seq reads were aligned to the assembled genome using HISAT2. After filtering out the non-primary alignment reads, we obtained a higher map ratio and coverage of sequencing reads (Table 2). We calculated the heterozygosity and single base error rate using Illumina reads, yielding a heterozygosity rate of approximately 0.0079% and an error rate of about 9.6e-06 (Q50). Using Hifi, Illumina and ONT data, we valued the GC content and sequencing depth under different GC content. The findings revealed no significant GC bias (Supplementary Fig. 1). The evaluation of the assembled genome was performed by BUSCO (v_2.0.1)^91^ with 1,440 groups from the lineage dataset embryophyta_odb10. The assembled genome BUSCO results indicated that complete core genes (including single-copy and multiple-copy genes) accounted for 96.0%, while the missing genes accounted for 3.2% (Table 3). This is consistent with previous WGD studies, suggesting that most of the genome of the Cushion willow has experienced duplication throughout its evolutionary history^15^. These BUSCO results showed a relatively high degree of gene completeness.

**Table 2:** The map ratio and coverage of reads obtained by different sequencing methods.

Dataset	Reads mapped (%)	Bases mapped (%)	> = 1× (%)	> = 5× (%)	> = 10× (%)	> = 20× (%)
Illumina	98.7	98.7	99.95	99.3	93.9	43.5
HiFi	99.6	99.6	99.95	99.9	99.7	98.3
ONT	66.7	95.3	99.9	99.3	96.7	84.1
RNA-seq	92.7	97.8	22.3	13.1	10.7	8.4

**Table 3:** BUSCO evaluation of the assembled genome and the annotated proteome.

Type	Genome	Proteome
Complete BUSCOs (C)	96.0%	97.7%
Complete and single-copy BUSCOs (S)	6.5%	2.4%
Complete and duplicated BUSCOs (D)	89.5%	95.3%
Fragmented BUSCOs (F)	0.8%	0.9%
Missing BUSCOs (M)	3.2%	1.9%
Total BUSCO groups	1440	1440

By mapping the Hi-C data to the final assembled genome with Juicer, we observed strong chromosomal clustering and assembly (Fig. 3). A comparison of sequences from the published genome and the two haploids was conducted using Minimap2. The results indicated that the chromosome order was identical in both instances (Supplementary Fig. 2). Characteristic sequences such as telomeres, tandem repeats, and 5S and 8-5.8-28S rDNAs were identified on the chromosomes (Supplementary Fig. 3). In summary, the two haplotypes exhibited comprehensive and well-assembled assemblies. The high-quality Cushion willow genome can serve as a reference for studies in the future.

**Fig. 3:**
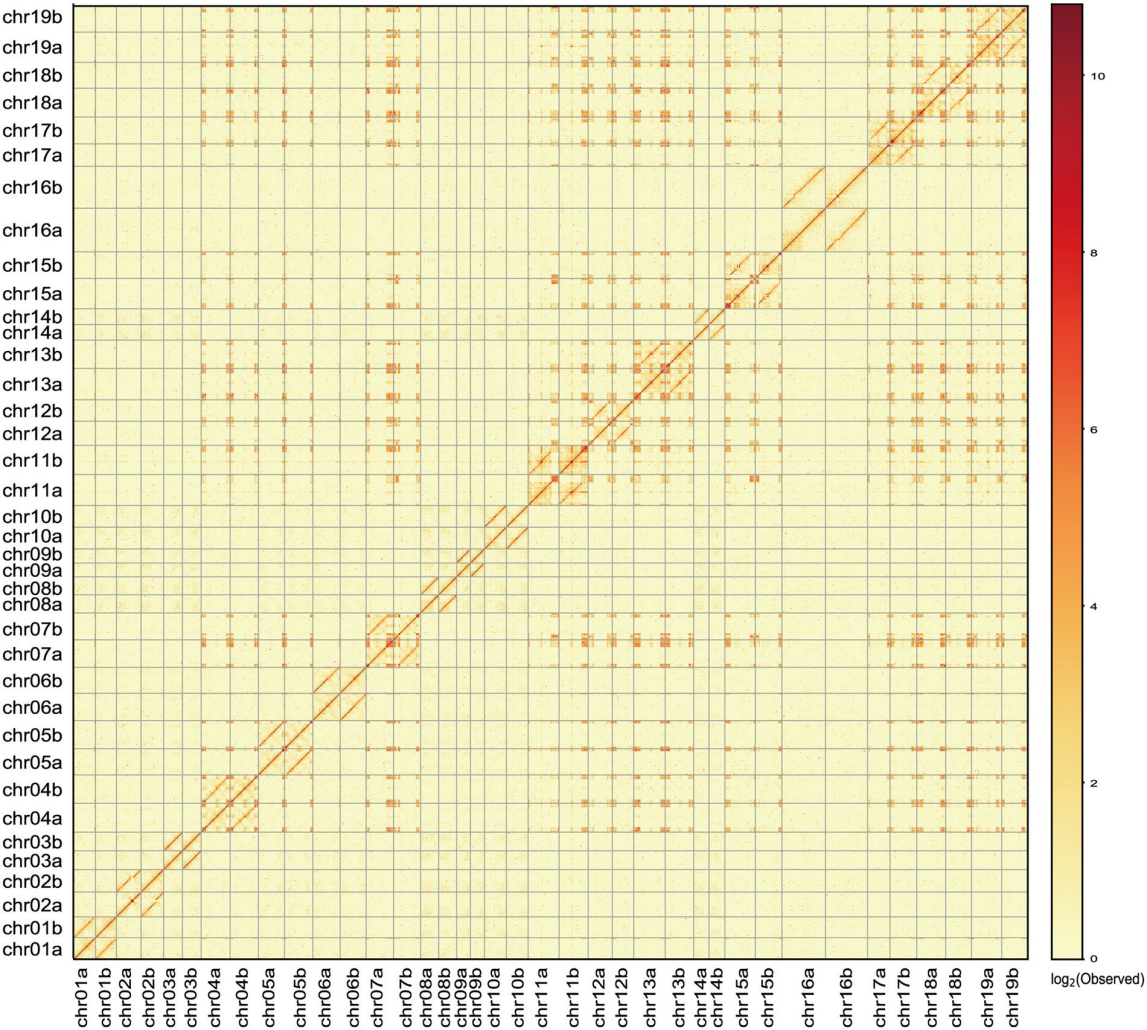
Hi-C heatmap of the two final assembly haploids. The colors from yellow (low) to red (high) indicate the strength of the interaction.

A total of 52,715 protein-coding genes were identified across various databases, accounting for 99.02% of the total (Table 4). The assessment of the annotated proteome was conducted using BUSCO, revealing that 97.7% of the complete BUSCOs were present in the annotated proteome (Table 3).

**Table 4:** Summary of predicted gene annotations in the *S*. *brachista* genome.

Annotation method	Database	Gene number	Percentage (%)
	All protein-coding genes	53,238	100
Annotated by eggNOG-mapper	GO	26,390	49.57
	KEEG pathway	15,063	28.29
	KEEG_KO	24,413	45.86
	eggNOG	47,656	89.52
	COG	51,326	96.41
	EC	10,635	19.98
	Unannotated	1,912	3.59
Annotated by Diamond	Swiss_Prot	39,503	74.20
	TrEMBL	51,799	97.30
	NR	51,762	97.23
	*A. thaliana*	47,543	89.30
	Unannotated	1,362	2.56
Annotated by InterProScan	Pfam	43,494	81.70
	CDD	19,116	35.91
	PRINTS	7,680	14.43
	PIRSF	3,575	6.71
	PANTHER	50,189	94.27
	Interpro	45,709	85.85
	Phobius	19,088	35.85
	Gene3D	36,202	68.00
	SUPERFAMILY	34,165	64.17
	TIGRFAM	5,643	10.60
	MobiDBLite	23,688	44.49
	Coils	8,601	16.16
	TMHMM	13,003	24.42
	SMART	17,532	32.93
	Unannotated	950	1.78
Total	Annotated	52,715	99.02
	Unannotated	523	0.98

To characterize the assembly of alleles in the two haplotype genomes, we performed allele genes by the AlleleFinder pipeline. In total, 23,744 allele genes were identified, comprising 1,459 paralog and 647 tandem genes (Supplementary Table 6). The 17,885 pair of allele genes expressed.

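In mature leaf, 19302 of 28447 genes on haplotype A (67.85%) and 19448 of 28590 genes on haplotype B (68.02%) were expressed. Haplotype A held 49.23% ± 0.55 (SD, n = 3) of the FPKM of the nuclear genes. The gene with the highest level was Sabrh16aG0228000 on chromosome 16 of haplotype A (28935233 to 28936046), with 22681 ± 2331 FPKM (SD, n = 3). Next came Sabrh11aG0103900 on chromosome 11 of haplotype A (16249880 to 16252080), with 6636 ± 1065 FPKM (SD, n = 3). The highest gene of haplotype B was Sabrh04bG0074200 on chromosome 4 (10176910 to 10178613), with 1909 ± 538 FPKM (SD, n = 3). Summed over a chromosome, FPKM on chromosome 16 was 42242 on haplotype A and 20012 on haplotype B. Sabrh16aG0228000 alone, with 22681 FPKM, held more than this gap. On chromosome 11 the sum was 24906 on haplotype A and 51985 on haplotype B. The numbers of expressed genes differed less between haplotypes, with 1866 and 1806 on chromosome 16 and 805 and 943 on chromosome 11. Chromosome 19 had the lowest share of expressed genes on both haplotypes (40.7% and 40.82%). These are descriptions of 3 libraries, and no test between alleles was made.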

### Evaluation of the assembled transcriptome

The clean data from 21 samples were aligned to haplotype genome A using HISAT2, yielding an average mapping rate of 86.63%. This suggests a significant proportion of the mapped clean reads (Supplementary Table 7). 

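Root libraries aligned less well than all the others. The paper's Supplementary Table 7 gives 64.55%, 75.97% and 80.27% for root replicates 1, 2 and 3, and 84.5% to 90.3% for the other libraries. The mean of the paper's values is 86.63% over 21 libraries, 73.6% over the root libraries and 88.8% over the others. Root replicate 1 also had the highest GC content in the paper's Supplementary Table 2 (47.62%). In the deposited values, chloroplast genes held 0.028% to 0.052% of TPM in root, 0.456% to 0.953% in young leaf and 0.974% to 1.178% in mature leaf. Mitochondrial genes held between 0.035% and 0.223% of TPM in the 21 libraries, with the highest value in male flower replicate 1. FPKM are relative to the reads that aligned, so the share of unaligned reads is not visible in them.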

Following the use of the reference assembly, we obtained 28,587 non-redundant transcripts. The mean number of expressed genes per tissue was determined as 21,949 using the threshold FPKM > 0.3, with highly expressed genes comprising 22.62% of all expressed genes (FPKM > 20) (Fig. 4). 

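Between 20576 genes (male flower) and 22690 genes (female flower) were expressed per organ at a mean FPKM above 0.3. Monoecious flower had 22650 expressed genes, stem 22520, root 22354, young leaf 21744 and mature leaf 21104, and the mean over the organs was 21948.3. Genes above 20 FPKM numbered 5428 in root, 5401 in monoecious flower, 5222 in female flower, 5146 in stem, 4711 in young leaf, 4427 in mature leaf and 4422 in male flower. Pooled over the organs, they made up 22.62% of the expressed genes. The same gene, Sabrh16aG0228000, had the highest level in 5 organs. Its mean was 43775 ± 9731 FPKM in male flower, 30848 ± 15960 in monoecious flower, 16457 ± 6934 in female flower and 2921 ± 2298 in stem (SD, n = 3 each). In young leaf the highest gene was Sabrh17aG0077200 on chromosome 17 (13306781 to 13308900), with 6685 ± 717 FPKM (SD, n = 3), against 0.897 ± 0.582 FPKM in root. Counted per library, male flower ranged from 17901 to 20832 expressed genes, a wider range than in any other organ, while young leaf ranged from 21418 to 21448. Identifiers are given because the data used here do not pair them with gene names. The share of highly expressed genes rests on the unit, and with the same thresholds on TPM it was 41.6%.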

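Root had the most organ-specific genes. Of 987 genes with a mean FPKM above 0.3 in 1 organ only, 399 were specific to root, 192 to male flower, 110 to stem, 87 to monoecious flower, 69 to female flower, 69 to young leaf and 61 to mature leaf. Sabrh07aG0068100, a single-exon gene on chromosome 7 (12223978 to 12224187), had 43.759 to 202.515 FPKM in the root libraries and was listed at 0 in all others. Sabrh02aG0127900 on chromosome 2 (12245935 to 12247643) had 22.6 ± 15.0 FPKM in stem (SD, n = 3), and its highest mean in another organ was 0.271. Sabrh03aG0056300 on chromosome 3 (7233634 to 7234402) had 7.51 ± 0.84 FPKM in young leaf (SD, n = 3), and its highest mean in another organ was 0.067. The strongest male-specific gene, Sabrh19aG0022200 on chromosome 19 (8969951 to 8972243), reached 393.017 FPKM in 1 male library and was listed at 0 in at least 1 other. Most of these genes were low, with median levels between 0.439 FPKM in monoecious flower and 0.807 FPKM in root. Under the stricter demand that a gene lie above 0.3 in all 3 libraries of its organ and at or below 0.3 in the other 18, 145 genes were left. These were 108 in root, 15 in stem, 12 in young leaf, 3 in mature leaf, 3 in monoecious flower, 2 in female flower and 2 in male flower.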

Using Venn showed the organ-specific expression genes (Supplementary Fig. 4). Furthermore, we identified 17,387 DEGs across seven organs (Supplementary Fig. 5). 

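Organs differed in the expression of most genes. Of 24476 genes tested with limma, 16181 (66.11%) differed in at least 1 of the 21 comparisons between pairs of organs, at an adjusted p below 0.01 and an absolute log2 fold change of at least 1. The number was highest between male flower and young leaf (9598 genes), followed by male flower and stem (9391 genes) and male flower and root (8109 genes). Root and young leaf differed in 6290 genes and mature leaf and root in 5676 genes. Female and monoecious flowers differed in 5 genes, fewer than any other pair of organs. Female flower and stem differed in 1182 genes. When the 6 male and monoecious flower libraries were left out of the fit, a choice made after the data were seen, they differed in 1784 genes, and in 2386 when the replicate number was also added as a block. The genes tested had more than 0.3 FPKM in at least 3 libraries. Apart from these 2 counts, all 21 libraries entered 1 fit, so that the organs shared an estimate of the spread, and the p-values were adjusted within each comparison by Benjamini and Hochberg's method.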

We classified the expressed genes based on GO terms and KEGG pathways. Our analysis showed that genes with different expression levels were enriched in various metabolic pathways and functions, with a significant proportion of DEGs being associated with specific pathways and functions in both KEGG and GO (Fig. 5). Full-length transcript data can identify more accurately AS and APA sites, which are crucial for researching the regulatory mechanisms of gene expression. Using the ONT full-length transcripts, we discovered a total of 33,414 AS events, including RI, 19,336; SE, 5,785; A3, 3,932; A5, 2,942; AL, 330; MX, 355; and AF, 701 (Fig. 6a). 

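Retained introns made up more than any other class of splicing event, with 57.87% of 33414 events (interval 57.34% to 58.4%) in 8051 genes. Skipping exons followed with 17.31% (interval 16.91% to 17.72%) and alternative 3' splice sites with 11.77% (interval 11.43% to 12.12%). Alternative 5' splice sites gave 8.8%, alternative first exons 2.1%, mutually exclusive exons 1.16% (388 events) and alternative last exons 0.99%. Sabrh04aG0054300 on chromosome 4 (8830353 to 8833198) had the most retained introns, with 21 events. Sabrh05aG0179400 on chromosome 5 (19071303 to 19074761) had the most skipping exons (30 events) and the most mutually exclusive exons (13 events). Sabrh06aG0016700 on chromosome 6 (1472625 to 1479438) led the alternative 5' splice sites with 11 events, and Sabrh03aG0063800 on chromosome 3 (7993729 to 7997527) the alternative last exons with 12. Events lay in 9908 annotated genes (34.66% of 28587). Of these and 30 further loci, 3401 had 1 event and 2345 had at least 5. Both forms were present among annotated transcripts for 18.03% of all events, from 50.93% of alternative first exons and 47.28% of alternative 3' splice sites down to 8.72% of retained introns and 3.35% of mutually exclusive exons. Counted as genes with at least 1 event of the class in place of events, the share of retained introns was 44.56%.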

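Poly(A) sites lay mainly in 3' UTRs, with 25043 sites or 68.36% (interval 67.88% to 68.83%). Intergenic regions held 7969 sites (21.75%, interval 21.33% to 22.18%), introns 1968 (5.37%, interval 5.15% to 5.61%) and exons 1654 (4.51%, interval 4.31% to 4.73%). By reads, 65.84% fell on sites in 3' UTRs, 28.52% on intergenic sites, 4.02% on sites in introns and 1.62% on sites in exons. The site with the most reads (272773, or 3.46% of all) lay in an intergenic region on chromosome 16 from 28934909 to 28935003. Its listed position of cleavage was 234 bp downstream of Sabrh16aG0228000 on the same strand and carried the signal hexamer AATGAA. Sabrh11aG0057500 on chromosome 11 (8634557 to 8844697) had the most sites, with 11 sites and 840 reads. Of 16540 genes with a site outside intergenic regions, 8153 (49.29%) had at least 2. The hexamer AATAAA was listed for 12.83% of sites, TATAAA for 5.67% and ATTAAA for 5.44%, and no signal was listed for 39.54%.

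**Figure D2:**
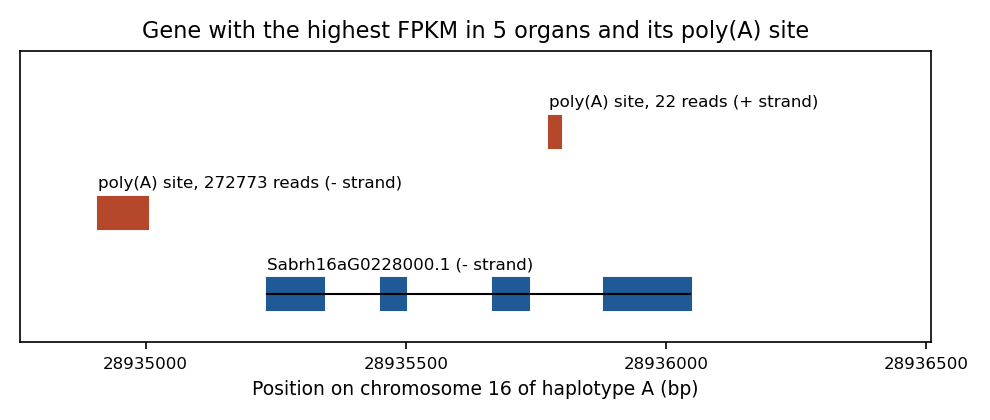
Exons of Sabrh16aG0228000 (blue boxes) and the poly(A) sites of its surroundings (red boxes) along chromosome 16 of haplotype A (horizontal axis, position in bp), each with its strand. The site with 272773 reads lies outside the gene on its strand, downstream of its last exon; a site with 22 reads lies within the gene on the other strand.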

Through the use of LAPA, we identified 36,634 poly (A) sites distributed across intergenic regions, 3’ UTRs, introns, and exons (Fig. 6b).

**Fig. 4:**
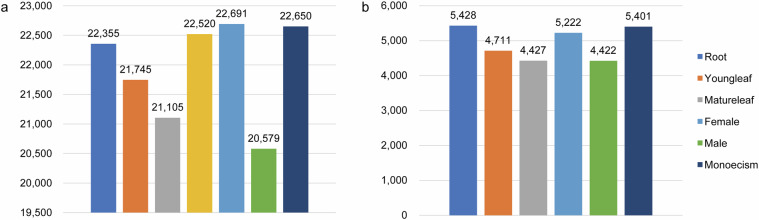
The expression levels of genes across seven organs of *S. brachista*. (**a**) The gene profiles of seven various organs (FPKM > 0.3). (**b**) Genes with high expression levels in seven different organs. (FPKM > 20).

**Fig. 5:**
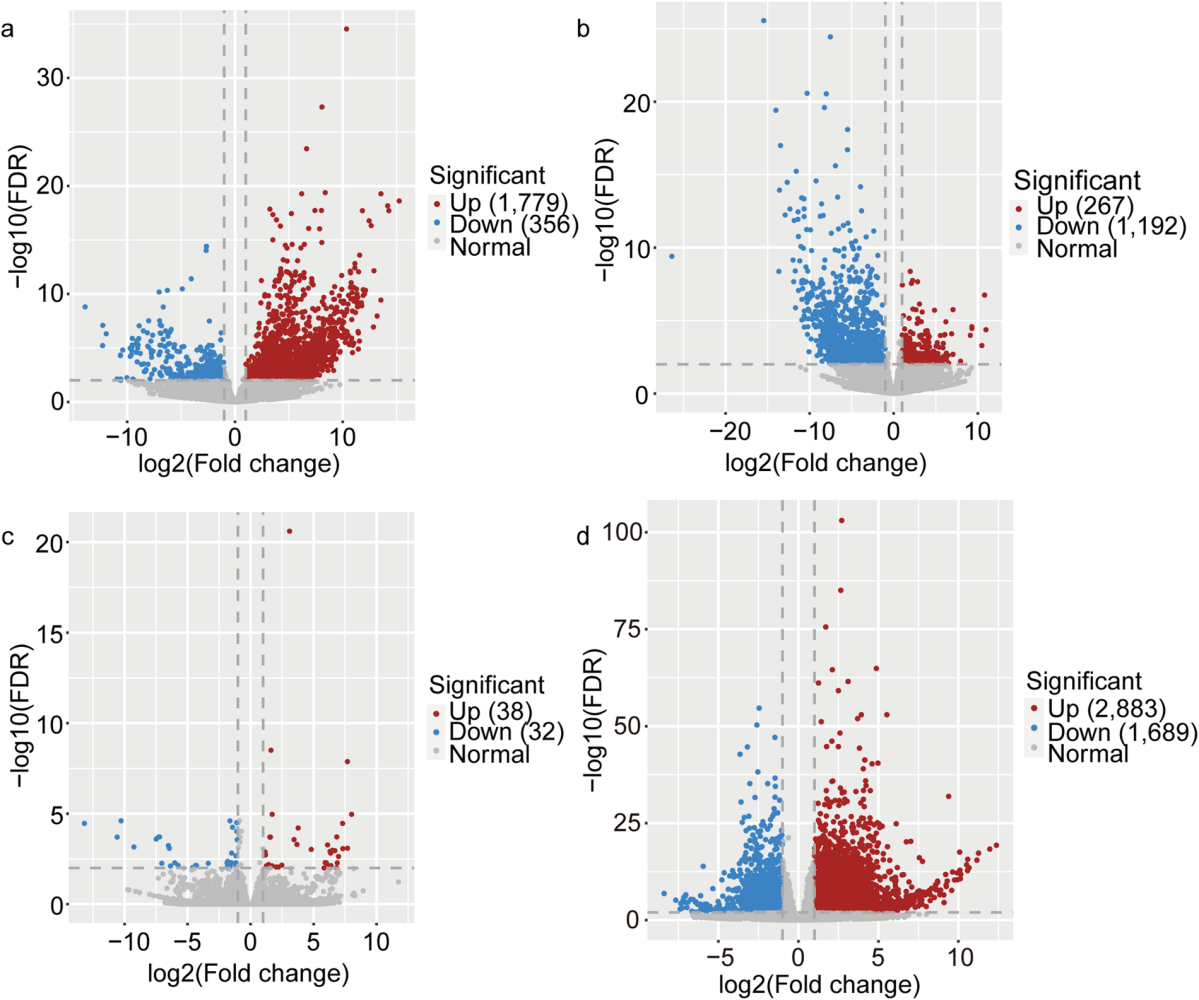
Volcano plots of DEGs in each pairwise comparison of different flowering lines and young leaves vs. mature leaves. (**a**) Female vs. Male. (**b**) Female vs. Monoecism. (**c**) Male vs. Monoecism. (**d**) Young leaf vs. Mature leaf. Blue is up, red is down, and gray is not significant.

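Female flowers expressed many genes that were low in male flowers. Sabrh13aG0038800 on chromosome 13 (9269988 to 9273404) had 479.6 ± 276.5 FPKM in female flowers and 0.09 ± 0.156 in male flowers (SD, n = 3 each), a log2 fold change of 10.09 (standard error 0.89, adjusted p = 2.14e-06 from limma). Sabrh05aG0002500 on chromosome 5 (381515 to 382200) had 187.709 to 662.705 FPKM in female flowers and was listed at 0 in all 3 male libraries (adjusted p = 9.48e-05 from limma). In the other direction, Sabrh19aG0121600 on chromosome 19 (17831264 to 17831554) had 128.9 ± 154.3 FPKM in male and 0.302 ± 0.406 in female flowers (SD, n = 3 each), a log2 fold change of -7.74 (standard error 0.79, adjusted p = 6.47e-06 from limma). Sabrh08aG0110800 on chromosome 8 (9318123 to 9318481) had a log2 fold change of -6.73 (standard error 0.89, adjusted p = 5.4e-05 from limma). In all, 4399 of 24476 genes differed, of which 3220 were higher in female and 1179 higher in male flowers. The data used here do not pair identifiers with gene names. Fold changes are on the log2(FPKM + 0.3) scale, which understates the change of low genes. On FPKM without scaling factors, the 3 female and 3 male libraries did not overlap in 33.95% of the genes tested, where chance gives 10%. Size factors were 0.5019 to 0.9616 in male and 1.0069 to 1.1282 in female flowers. Part of the 33.95% can therefore come from a shift of whole libraries. With FPKM taken without scaling factors, 92.8% of the called genes were higher in female flowers, against 73.2% with them. The count was 1771 without female flower replicate 1, 2045 without female flower replicate 3, 2623 without male flower replicate 1 and 7057 without male flower replicate 3. It was 10 when no library of another organ entered the fit, 2732 after quantile normalization and 2636 with limma-voom. The shared spread gave the same median standard error (0.408) here and between young and mature leaf. Library weights, which are lower for more variable libraries, were 0.197 to 0.602 in male flower and 1.619 to 2.329 in young leaf. Adjusted p-values of comparisons with male flower can therefore be too small. In the fit without other organs, Sabrh19aG0121600 and Sabrh08aG0110800 no longer passed (adjusted p from limma 0.0163 and 0.0234; lowest over all alternatives 6.8e-06 and 4.06e-05).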

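Few genes were called between female and monoecious flowers at this depth and number of libraries. There were 5, all higher in female flowers. Sabrh15aG0043200 on chromosome 15 (11935498 to 11936291) had 5.41 ± 1.74 FPKM in female and 0.275 ± 0.477 in monoecious flowers (SD, n = 3 each), a log2 fold change of 3.53 (standard error 0.44, adjusted p = 0.00213 from limma). Sabrh02aG0190300 on chromosome 2 (20223195 to 20223278), chosen after its values were seen, had 2.19 ± 1.07 FPKM in female flowers (SD, n = 3) and was listed at 0 in all 3 monoecious libraries (adjusted p = 1.01e-05 from limma). For the 4399 genes that differed between female and male flowers, monoecious flowers stood closer to female flowers. On a scale from 0 at the female mean to 1 at the male mean, their median position was 0.179 ± 0.236 (SD, n = 3 libraries), with 0.211, -0.083 and 0.384 in the single libraries. The median position was 0.315 without monoecious flower replicate 2, 0.311 without female flower replicate 2, 0.112 without male flower replicate 3 and 0.067 without monoecious flower replicate 3. A female or male library was placed between the means of the remaining libraries, over the genes called in a fit without it. Female flower replicate 2 stood at 0.459 (6199 genes) and male flower replicate 3 at 0.435 (7057 genes), apart from the other libraries of their sex. At an unadjusted p below 0.05, limma gave 1436 of 24476 genes, a share little above the 0.05 that chance gives. On FPKM without scaling factors, the libraries did not overlap in 9.99% of genes (10% by chance). The 5 calls became 1, 2 and 0 without female flower replicates 1, 2 and 3, and 1 and 27 without monoecious flower replicates 1 and 2; they became 400 with library weights, 2 after quantile normalization or with a filter at FPKM above 1, 1 with limma-voom and 0 without the other organs in the fit. Sabrh15aG0043200 did not pass the threshold without female flower replicate 1 or 3 or monoecious flower replicate 1 or 3 (adjusted p from limma 0.0267, 0.0247, 0.0142 and 0.0108), with limma-voom (0.0216) or without the other organs (0.901), and its lowest adjusted p over the alternatives was 7.07e-06.

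**Figure D3:**
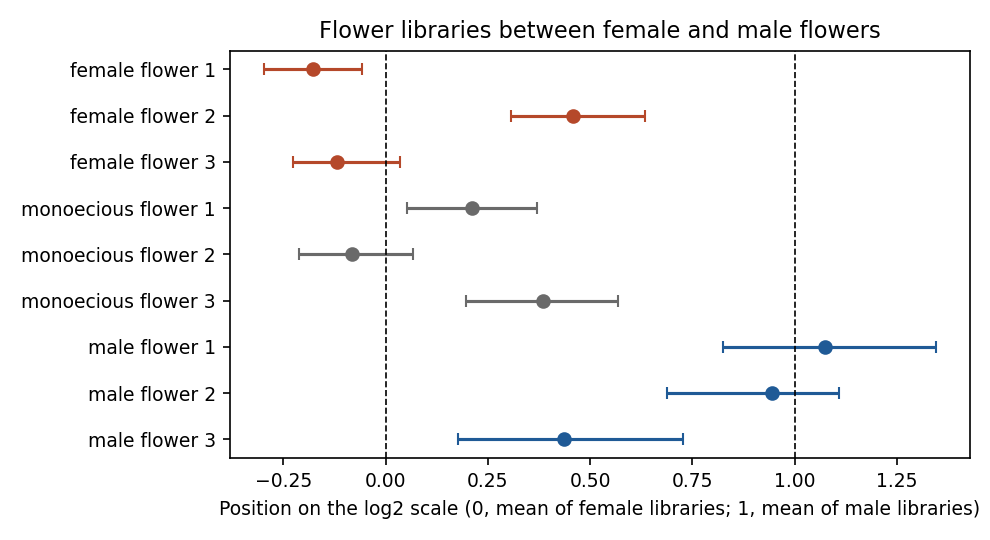
Position of each flower library between the mean of the female libraries (0) and the mean of the male libraries (1) on the log2(FPKM + 0.3) scale (horizontal axis). Points are medians over genes and bars span the lower to the upper quartile, over the 4399 genes called between female and male flowers for the monoecious libraries, and for each female or male library over the 1771 to 7057 genes called without it, between the means of the remaining libraries; female flower replicate 2 lies at 0.459 and male flower replicate 3 at 0.435.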

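Male flowers lacked transcripts that were abundant in monoecious flowers. Sabrh16aG0066500 on chromosome 16 (8615432 to 8616547) had 269.6 ± 62.5 FPKM in monoecious and 0.074 ± 0.128 in male flowers (SD, n = 3 each), a log2 fold change of -9.37 (standard error 0.58, adjusted p = 1.12e-07 from limma). Sabrh02aG0012000 on chromosome 2 (972867 to 974621) had 146.39 to 277.929 FPKM in monoecious flowers and was listed at 0 in all 3 male libraries (adjusted p = 2.46e-08 from limma). Sabrh13aG0091600 on chromosome 13 (19231272 to 19234296) was higher in male flowers, with 106.5 ± 97.2 FPKM against 1.3 ± 1.01 (SD, n = 3 each) and a log2 fold change of 5.93 (standard error 1.17, adjusted p = 0.00201 from limma). Sabrh06aG0036300 on chromosome 6 (3268590 to 3270273) was likewise higher in male flowers, by a log2 fold change of 5.44 (standard error 1.21, adjusted p = 0.00439 from limma). Of the genes tested, 487 were higher and 2163 lower in male than in monoecious flowers, 2650 in all. On FPKM without scaling factors, the libraries did not overlap in 33.62% of genes (10% by chance). Part of this share, too, can come from a shift of whole libraries. Without scaling factors, 100 genes were higher and 3936 lower, so that 2.5% were higher in male flowers, against 18.4% with them. The count was 1246, 1727 and 6026 without male flower replicates 1, 2 and 3, 1459 and 990 without monoecious flower replicates 1 and 2, and 2 when no library of another organ entered the fit; it was 1547 after quantile normalization and 999 with limma-voom. Sabrh13aG0091600 lost its call without male flower replicate 1 or 2 or monoecious flower replicate 1 or 2, and Sabrh06aG0036300 without male flower replicate 1 or 2 or monoecious flower replicate 2 or with library weights; both lost it with limma-voom and without the other organs (adjusted p from limma over all alternatives 5.72e-05 to 0.0961 and 0.00119 to 0.074).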

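More genes were higher in young than in mature leaf. Sabrh02aG0185600 on chromosome 2 (19821714 to 19822627) had 59.3 ± 32.2 FPKM in young and 0.076 ± 0.033 in mature leaf (SD, n = 3 each), a log2 fold change of 7.16 (standard error 1.16, adjusted p = 0.000555 from limma). Sabrh16aG0195100 on chromosome 16 (24478273 to 24479825) had 39.5 ± 15.0 FPKM in young leaf (SD, n = 3) and a log2 fold change of 6.88 (standard error 1.33, adjusted p = 0.00208 from limma). Sabrh05aG0066400 on chromosome 5 (6303970 to 6307870) was higher in mature leaf, with 15.2 ± 9.1 FPKM against 0.662 ± 0.069 (SD, n = 3 each) and a log2 fold change of -3.95 (standard error 0.74, adjusted p = 0.00171 from limma). Sabrh10aG0032300 on chromosome 10 (2874264 to 2877413) was also higher in mature leaf, with a log2 fold change of -3.83 (standard error 0.66, adjusted p = 0.000891 from limma). In all, 1697 genes differed, 1335 higher in young leaf and 362 higher in mature leaf. On FPKM without scaling factors, the libraries did not overlap in 47.8% of genes (10% by chance). Size factors were 0.9393 to 0.9822 in young and 0.8738 to 0.9289 in mature leaf. Part of the 47.8% can therefore come from a shift of whole libraries here as well. The count was 734 and 990 without young leaf replicates 1 and 3, 886 and 854 without mature leaf replicates 2 and 3, and 4480 with library weights. When no library of another organ entered the fit it was 2282, so leaf calls rose where calls between flowers fell. In fits without the 6 male and monoecious flower libraries, chosen after the data were seen, it was 2732 and, with the replicate number as a block, 3519. Sabrh16aG0195100 lost its call without mature leaf replicate 2 or 3 or young leaf replicate 1 or 3, and Sabrh05aG0066400 without mature leaf replicate 3 or young leaf replicate 1 (highest of these adjusted p from limma 0.0137), and with limma-voom Sabrh02aG0185600, Sabrh05aG0066400 and Sabrh10aG0032300 lost theirs (0.0386, 0.0625 and 0.0279; lowest over the alternatives 3.02e-06, 3.97e-06 and 8.99e-06).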

**Fig. 6:**
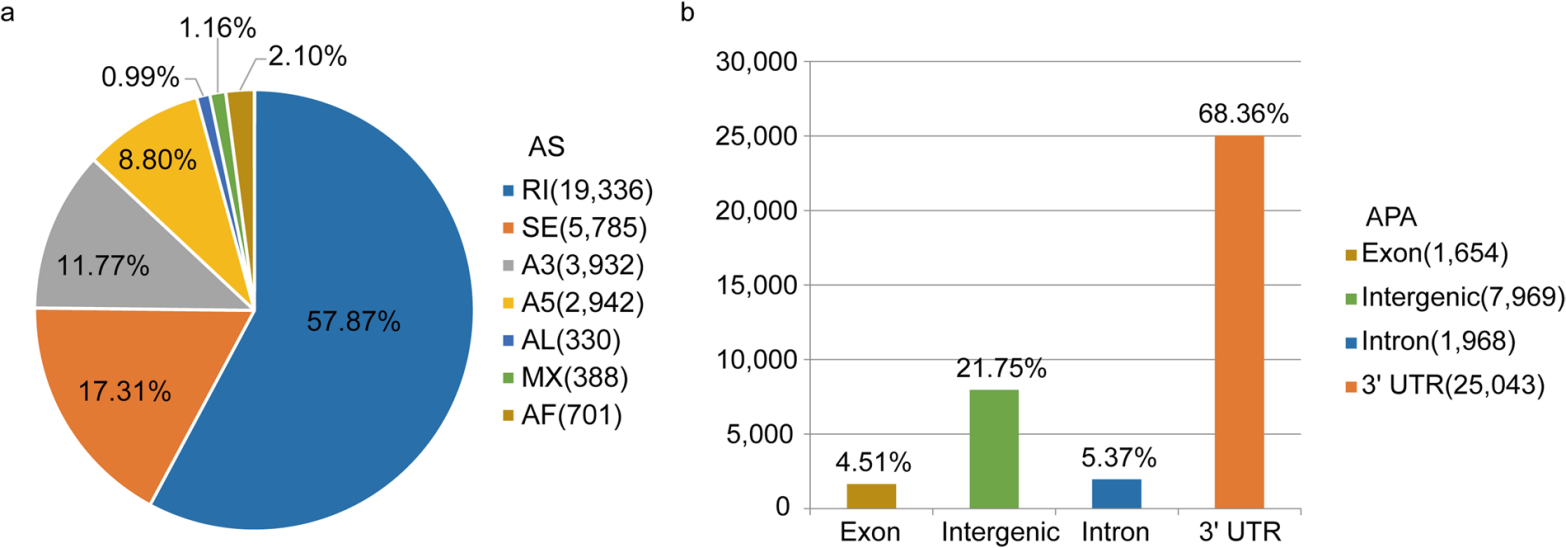
The types and numbers of AS events and APA sites. (**a**) Alternative splicing events. SE, skipping exon; MX, mutually exclusive exon; A3, alternative 3’ splice site; A5, alternative 5’ splice site; AF, alternative first exon; AL, alternative last exon; RI, retained intron. (**b**) APA, Alternative polyadenylation sites.

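Genes with splicing events were found mainly among moderately and highly expressed genes. Genes with a mean FPKM above 0.3 over root, stem, young leaf, mature leaf and female flower were divided by this mean into 5 groups of 4664 genes. The share with at least 1 event was 9.24% in the lowest group (0.301 to 2.4 FPKM), 33.38% in the second, 51.5% in the third and 60.98% in the fourth group. In the highest group (from 21.998 FPKM) it was 56.52% (interval 55.09% to 57.93%). Among genes with at least 2 exons, the share was 12.45% in the lowest and 63.84% in the highest group, and single-exon genes had no event. The share in the highest group was 37.37% without retained introns. The grouping uses the short-read libraries and the events come from the full-length library, which had no replicate. Detection of an event can depend on the level of a gene. The shares therefore do not separate splicing from detection.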

The aforementioned evidence collectively indicates that the transcriptomic map is both dependable and precise. 

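On FPKM, leaf, stem and root libraries each had their highest correlation with a library of their own organ, while most flower libraries did not. In all, 15 of 21 libraries were nearest to a replicate of their organ. Female flower replicate 2 was nearest to monoecious flower replicate 1 (r 0.981), and female flower replicate 3 and monoecious flower replicate 2 were nearest to each other (r 0.970). Male flower replicate 1 was nearest to female flower replicate 2 (r 0.894), male flower replicate 2 to monoecious flower replicate 3 (r 0.979) and male flower replicate 3 to monoecious flower replicate 1 (r 0.988). On the log2(FPKM + 0.3) scale and with Spearman's rho, 17 of 21 libraries were nearest to their organ. Male flower replicates 1 and 2 were then nearest to each other (r 0.924 on the log2 scale), and female flower replicates 2 and 3, male flower replicate 3 and monoecious flower replicate 2 were nearest to another kind of flower. Averaged over pairs of libraries, female and monoecious flowers had an r of 0.905, which lies above the mean of 0.889 within female flower. Root had the lowest mean r to other organs on FPKM, from 0.233 to male flower up to 0.509 to stem. On the log2 scale the lowest mean r were those of male flower, with 0.703 to stem, 0.706 to young leaf and 0.722 to root. On FPKM the median r was 0.505 between libraries of different organs and 0.908 between replicates. The correlations run across genes, which are not independent, and no test was made. From the evidence it gives up to this point taken as a whole, the paper proposes that its transcriptomic map is dependable and precise.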

The preliminary transcriptomic map of the Cushion willow offers invaluable resources for elucidating the adaptation strategies of this species to environments at extremely high altitudes.

## Supplementary information

Supplementary information of A haplotype-resolved genome assembly and gene expression map of Cushion willow

## Data Availability

No custom script was used in this work. Data processing was performed using the relevant bioinformatics software protocols and manuals. The version and parameters of the software used are described in the Methods section.

## References

[1] Argus, G. W., Eckenwalder, J. E., Kiger, R. W. Salicaceae. (2010).

[2] Skvortsov, A. K. Willows of Russia and adjacent countries. *University of Joensuu, Joensuu, Finland* (1999).

[3] Fang, Z. F., Zhao, S. D. & Skvortsov, A. K. *Flora of China: Salicaceae*. 139–274 (Science Press, 1999).

[4] Karp, A. & Shield, I. Bioenergy from plants and the sustainable yield challenge. *New Phytol***179**, 15–32, 10.1111/j.1469-8137.2008.02432.x (2008).18422906 10.1111/j.1469-8137.2008.02432.x

[5] Karp, A. *et al*. Genetic improvement of willow for bioenergy and biofuels. *J Integr Plant Biol***53**, 151–165, 10.1111/j.1744-7909.2010.01015.x (2011).21205181 10.1111/j.1744-7909.2010.01015.x

[6] Pucholt, P., Ronnberg-Wastljung, A. C. & Berlin, S. Single locus sex determination and female heterogamety in the basket willow (*Salix viminalis* L.). *Heredity (Edinb)***114**, 575–583, 10.1038/hdy.2014.125 (2015).25649501 10.1038/hdy.2014.125PMC4434249

[7] Zhou, R. *et al*. Characterization of a large sex determination region in *Salix purpurea* L. (Salicaceae). *Mol Genet Genomics***293**, 1437–1452, 10.1007/s00438-018-1473-y (2018).30022352 10.1007/s00438-018-1473-y

[8] Sanderson, B. J. *et al*. Sex determination through X-Y heterogamety in *Salix nigra*. *Heredity (Edinb)***126**, 630–639, 10.1038/s41437-020-00397-3 (2021).33510464 10.1038/s41437-020-00397-3PMC8115673

[9] Wilkerson, D. G., Taskiran, B., Carlson, C. H. & Smart, L. B. Mapping the sex determination region in the *Salix* F1 hybrid common parent population confirms a ZW system in six diverse species. *G3 (Bethesda)***12**10.1093/g3journal/jkac071 (2022).10.1093/g3journal/jkac071PMC915708835333299

[10] Hu, N. *et al*. Evolution of a ZW sex chromosome system in willows. *Nat Commun***14**, 7144, 10.1038/s41467-023-42880-5 (2023).37932261 10.1038/s41467-023-42880-5PMC10628195

[11] Qiao, Q. *et al*. Transcriptome sequencing of *Crucihimalaya himalaica* (Brassicaceae) reveals how *Arabidopsis* close relative adapt to the Qinghai-Tibet Plateau. *Sci Rep***6**, 21729, 10.1038/srep21729 (2016).26906946 10.1038/srep21729PMC4764839

[12] Lv, M. *et al*. Effect of UV-B radiation on growth, flavonoid and podophyllotoxin accumulation, and related gene expression in *Sinopodophyllum hexandrum*. *Plant Biol (Stuttg)***23**(Suppl 1), 202–209, 10.1111/plb.13226 (2021).33280221 10.1111/plb.13226

[13] Li, M. F. *et al*. Mapping podophyllotoxin biosynthesis and growth-related transcripts with high elevation in *Sinopodophyllum hexandrum*. *Ind. Crops Prod***124**, 510–518, 10.1016/j.indcrop.2018.08.007 (2018).

[14] Guo, X. *et al*. The genomes of two *Eutrema* species provide insight into plant adaptation to high altitudes. *DNA Res***25**, 307–315, 10.1093/dnares/dsy003 (2018).29394339 10.1093/dnares/dsy003PMC6014361

[15] Chen, J. H. *et al*. Genome-wide analysis of Cushion willow provides insights into alpine plant divergence in a biodiversity hotspot. *Nat Commun***10**, 5230, 10.1038/s41467-019-13128-y (2019).31745089 10.1038/s41467-019-13128-yPMC6864086

[16] Doyle, J. D. J. L. A rapid DNA isolation procedure for small quantities of fresh leaf tissue. *Phytochem Bull***19**, 11–15 (1987).

[17] Belton, J. M. *et al*. Hi-C: a comprehensive technique to capture the conformation of genomes. *Methods***58**, 268–276, 10.1016/j.ymeth.2012.05.001 (2012).22652625 10.1016/j.ymeth.2012.05.001PMC3874846

[18] *NCBI Sequence Read Archive*https://www.ncbi.nlm.nih.gov/sra/SRR9021434 (2019).

[19] Cheng, H., Concepcion, G. T., Feng, X., Zhang, H. & Li, H. Haplotype-resolved *de novo* assembly using phased assembly graphs with hifiasm. *Nat Methods***18**, 170–175, 10.1038/s41592-020-01056-5 (2021).33526886 10.1038/s41592-020-01056-5PMC7961889

[20] Durand, N. C. *et al*. Juicer provides a one-click system for analyzing loop-resolution Hi-C experiments. *Cell Syst***3**, 95–98, 10.1016/j.cels.2016.07.002 (2016).27467249 10.1016/j.cels.2016.07.002PMC5846465

[21] Dudchenko, O. *et al*. *De novo* assembly of the *Aedes aegypti* genome using Hi-C yields chromosome-length scaffolds. *Science***356**, 92–95, 10.1126/science.aal3327 (2017).28336562 10.1126/science.aal3327PMC5635820

[22] Durand, N. C. *et al*. Juicebox provides a visualization system for Hi-C contact maps with unlimited zoom. *Cell Syst***3**, 99–101, 10.1016/j.cels.2015.07.012 (2016).27467250 10.1016/j.cels.2015.07.012PMC5596920

[23] Xu, M. *et al*. TGS-GapCloser: A fast and accurate gap closer for large genomes with low coverage of error-prone long reads. *Gigascience***9**10.1093/gigascience/giaa094 (2020).10.1093/gigascience/giaa094PMC747610332893860

[24] Li, H. Minimap2: pairwise alignment for nucleotide sequences. *Bioinformatics***34**, 3094–3100, 10.1093/bioinformatics/bty191 (2018).29750242 10.1093/bioinformatics/bty191PMC6137996

[25] Chang, Y., Zhang, R., Ma, Y. & Sun, W. A haplotype-resolved genome assembly of *Rhododendron vialii* based on PacBio HiFi reads and Hi-C data. *Sci Data***10**, 451, 10.1038/s41597-023-02362-1 (2023).37438373 10.1038/s41597-023-02362-1PMC10338486

[26] He, L. *et al*. Allopolyploidization from two dioecious ancestors leads to recurrent evolution of sex chromosomes. *Nat Commun***15**, 6893, 10.1038/s41467-024-51158-3 (2024).39134553 10.1038/s41467-024-51158-3PMC11319354

[27] Hu, J., Fan, J., Sun, Z. & Liu, S. NextPolish: a fast and efficient genome polishing tool for long-read assembly. *Bioinformatics***36**, 2253–2255, 10.1093/bioinformatics/btz891 (2020).31778144 10.1093/bioinformatics/btz891

[28] Pryszcz, L. P. & Gabaldon, T. Redundans: an assembly pipeline for highly heterozygous genomes. *Nucleic Acids Res***44**, e113, 10.1093/nar/gkw294 (2016).27131372 10.1093/nar/gkw294PMC4937319

[29] Jin, J. J. *et al*. GetOrganelle: a fast and versatile toolkit for accurate *de novo* assembly of organelle genomes. *Genome Biol***21**, 241, 10.1186/s13059-020-02154-5 (2020).32912315 10.1186/s13059-020-02154-5PMC7488116

[30] Pertea, M. *et al*. StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. *Nat Biotechnol***33**, 290–295, 10.1038/nbt.3122 (2015).25690850 10.1038/nbt.3122PMC4643835

[31] Haas, B. J. *et al*. Improving the *Arabidopsis* genome annotation using maximal transcript alignment assemblies. *Nucleic Acids Res***31**, 5654–5666, 10.1093/nar/gkg770 (2003).14500829 10.1093/nar/gkg770PMC206470

[32] Ou, S. *et al*. Benchmarking transposable element annotation methods for creation of a streamlined, comprehensive pipeline. *Genome Biol***20**, 275, 10.1186/s13059-019-1905-y (2019).31843001 10.1186/s13059-019-1905-yPMC6913007

[33] Cantarel, B. L. *et al*. MAKER: An easy-to-use annotation pipeline designed for emerging model organism genomes. *Genome Res***18**, 188–196, 10.1101/gr.6743907 (2008).18025269 10.1101/gr.6743907PMC2134774

[34] Stanke, M., Diekhans, M., Baertsch, R. & Haussler, D. Using native and syntenically mapped cDNA alignments to improve *de novo* gene finding. *Bioinformatics***24**, 637–644, 10.1093/bioinformatics/btn013 (2008).18218656 10.1093/bioinformatics/btn013

[35] Slater, G. S. & Birney, E. Automated generation of heuristics for biological sequence comparison. *BMC Bioinformatics***6**, 31, 10.1186/1471-2105-6-31 (2005).15713233 10.1186/1471-2105-6-31PMC553969

[36] Haas, B. J. *et al*. Automated eukaryotic gene structure annotation using EVidenceModeler and the Program to Assemble Spliced Alignments. *Genome Biol***9**, R7, 10.1186/gb-2008-9-1-r7 (2008).18190707 10.1186/gb-2008-9-1-r7PMC2395244

[37] Lowe, T. M. & Eddy, S. R. tRNAscan-SE: a program for improved detection of transfer RNA genes in genomic sequence. *Nucleic Acids Res***25**, 955–964, 10.1093/nar/25.5.955 (1997).9023104 10.1093/nar/25.5.955PMC146525

[38] Nawrocki, E. P. *et al*. Rfam 12.0: updates to the RNA families database. *Nucleic Acids Res***43**, D130–137, 10.1093/nar/gku1063 (2015).25392425 10.1093/nar/gku1063PMC4383904

[39] Huerta-Cepas, J. *et al*. Fast genome-wide functional annotation through orthology assignment by eggNOG-Mapper. *Mol Biol Evol***34**, 2115–2122, 10.1093/molbev/msx148 (2017).28460117 10.1093/molbev/msx148PMC5850834

[40] Jones, P. *et al*. InterProScan 5: genome-scale protein function classification. *Bioinformatics***30**, 1236–1240, 10.1093/bioinformatics/btu031 (2014).24451626 10.1093/bioinformatics/btu031PMC3998142

[41] Buchfink, B., Xie, C. & Huson, D. H. Fast and sensitive protein alignment using DIAMOND. *Nat Methods***12**, 59–60, 10.1038/nmeth.3176 (2015).25402007 10.1038/nmeth.3176

[42] Wang, Y. *et al*. *MCScanX*: a toolkit for detection and evolutionary analysis of gene synteny and collinearity. *Nucleic Acids Res***40**, e49, 10.1093/nar/gkr1293 (2012).22217600 10.1093/nar/gkr1293PMC3326336

[43] Wu, T. D. & Watanabe, C. K. GMAP: a genomic mapping and alignment program for mRNA and EST sequences. *Bioinformatics***21**, 1859–1875, 10.1093/bioinformatics/bti310 (2005).15728110 10.1093/bioinformatics/bti310

[44] Bolger, A. M., Lohse, M. & Usadel, B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics***30**, 2114–2120, 10.1093/bioinformatics/btu170 (2014).24695404 10.1093/bioinformatics/btu170PMC4103590

[45] Kim, D., Langmead, B. & Salzberg, S. L. HISAT: a fast spliced aligner with low memory requirements. *Nat Methods***12**, 357–360, 10.1038/nmeth.3317 (2015).25751142 10.1038/nmeth.3317PMC4655817

[46] Ewels, P., Magnusson, M., Lundin, S. & Kaller, M. MultiQC: summarize analysis results for multiple tools and samples in a single report. *Bioinformatics***32**, 3047–3048, 10.1093/bioinformatics/btw354 (2016).27312411 10.1093/bioinformatics/btw354PMC5039924

[47] Danecek, P. *et al*. Twelve years of SAMtools and BCFtools. *GigaScience***10**10.1093/gigascience/giab008 (2021).10.1093/gigascience/giab008PMC793181933590861

[48] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol***15**, 550, 10.1186/s13059-014-0550-8 (2014).25516281 10.1186/s13059-014-0550-8PMC4302049

[49] Wu, T. *et al*. clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *Innovation (Camb)***2**, 100141, 10.1016/j.xinn.2021.100141 (2021).34557778 10.1016/j.xinn.2021.100141PMC8454663

[50] Tang, A. D. *et al*. Full-length transcript characterization of *SF3B1* mutation in chronic lymphocytic leukemia reveals downregulation of retained introns. *Nat Commun***11**, 1438, 10.1038/s41467-020-15171-6 (2020).32188845 10.1038/s41467-020-15171-6PMC7080807

[51] Trincado, J. L. *et al*. SUPPA2: fast, accurate, and uncertainty-aware differential splicing analysis across multiple conditions. *Genome Biol***19**, 40, 10.1186/s13059-018-1417-1 (2018).29571299 10.1186/s13059-018-1417-1PMC5866513

[52] Çelik, M. H. & Mortazavi, A. Analysis of alternative polyadenylation from long-read or short-read RNA-seq with LAPA. *bioRxiv*10.1101/2022.11.08.515683 (2022).

[53] Members, C.-N. & Partners. Database resources of the National Genomics Data Center, China national center for bioinformation in 2024. *Nucleic Acids Res***52**, D18–D32, 10.1093/nar/gkad1078 (2024).38018256 10.1093/nar/gkad1078PMC10767964

[54] Chen, T. *et al*. The Genome Sequence Archive family: toward explosive data growth and diverse data types. *Genomics Proteomics Bioinformatics***19**, 578–583, 10.1016/j.gpb.2021.08.001 (2021).34400360 10.1016/j.gpb.2021.08.001PMC9039563

[55] *NGDC Genome Sequence Archive*https://ngdc.cncb.ac.cn/gsa/browse/CRA014642 (2024).

[56] *NGDC Genome Sequence Archive*https://ngdc.cncb.ac.cn/gsa/browse/CRA014607 (2024).

[57] *NGDC Genome Warehouse*https://ngdc.cncb.ac.cn/gwh/Assembly/GWHERDS00000000 (2024).

[58] Wang, J. A dataset of allele genes of *Salix brachista*, *figshare*, 10.6084/m9.figshare.27013480.v1 2024).

[59] Wang, J. Expression genes (FPKM>0.3) of *Salix brachista*. *figshare*10.6084/m9.figshare.27013468.v1 (2024).

[60] Wang, J. The KEGG and GO results of different expression levels in *Salix brachista*. *figshare*10.6084/m9.figshare.27013810.v1 (2024).

[61] Wang, J. Alternative splicing (AS) and alternative polyadenylation (APA) sites of *Salix brachista*. *figshare*10.6084/m9.figshare.27013288.v1 (2024).

[62] *NCBI Sequence Read Arichive*http://identifiers.org/ncbi/insdc.sra:SRR32329603 (2025).

[63] *NCBI Sequence Read Arichive*http://identifiers.org/ncbi/insdc.sra:SRR32329604 (2025).

[64] *NCBI GenBank*https://identifiers.org/ncbi/insdc:JBLWMQ010000000 (2025).

[65] *NCBI GenBank*https://identifiers.org/ncbi/insdc:JBLWMR010000000 (2025).

[66] Wang, J. The annotation files of *Salix brachista* genome, *figshare*, 10.6084/m9.figshare.28822880.v1 (2025).

[67] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340655 (2025).

[68] *NCBI Sequence Read Arichive*http://identifiers.org/ncbi/insdc.sra:SRR32340656 (2025).

[69] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340657 (2025).

[70] *NCBI Sequence Read Arichive*http://identifiers.org/ncbi/insdc.sra:SRR32340658 (2025).

[71] *NCBI Sequence Read Arichive*http://identifiers.org/ncbi/insdc.sra:SRR32340659 (2025).

[72] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340660 (2025).

[73] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340661 (2025).

[74] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340662 (2025).

[75] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340663 (2025).

[76] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340664 (2025).

[77] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340665 (2025).

[78] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340666 (2025).

[79] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340667 (2025).

[80] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340668 (2025).

[81] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340669 (2025).

[82] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340670 (2025).

[83] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340671 (2025).

[84] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340672 (2025).

[85] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340673 (2025).

[86] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340674 (2025).

[87] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340675 (2025).

[88] *NCBI Sequence Read Archive*http://identifiers.org/ncbi/insdc.sra:SRR32340676 (2025).

[89] *NCBI GEO*http://identifiers.org/geo/GSE289615 (2025).

[90] Li, H. Aligning sequence reads, clone sequences and assembly contigs with BWA-MEM. *arXiv: Genomics* (2013).

[91] Simao, F. A., Waterhouse, R. M., Ioannidis, P., Kriventseva, E. V. & Zdobnov, E. M. BUSCO: assessing genome assembly and annotation completeness with single-copy orthologs. *Bioinformatics***31**, 3210–3212, 10.1093/bioinformatics/btv351 (2015).26059717 10.1093/bioinformatics/btv351

# Supplementary material for: A haplotype-resolved genome assembly and gene expression map of Cushion willow
**Source:** Sci Data. 2025 May 13;12:785. doi: 10.1038/s41597-025-05132-3
**Supplement:** Supplementary file 1 — Supplementary information of A haplotype-resolved genome assembly and gene expression map of Cushion willow

A haplotype-resolved genome assembly and gene expression map of Cushion willow

Supplementary Fig. 1. The scatterplot of GC and coverage depth distribution of HiFi data (a), the Illumina data (b) and ONT data (c).

Supplementary Fig. 2. Dot-plot of syntenic blocks between the published genome and two haplotypes within *S. brachista*.

Supplementary Fig. 3. Bar plots of distribution of several characteristic sequences across 38 chromosomes.

Supplementary Fig. 4. A Venn of specific-organ expression genes.

Supplementary Fig. 5. A heatmap of 17,387 DEGs among seven tissues.

Supplementary Table 1. Statistics of the long-read HiFi data, Hi-C data and full-length transcripts data.

Supplementary Table 2. Transcriptome data of each sample statistics.

Supplementary Table 3. Statistics of the chromosomal level assembly *S. brachista*.

Supplementary Table 4. Repeat annotations of the *S. brachista* genome assembly.

Supplementary Table 5. Annotations of the *S. brachista* genome assembly.

Supplementary Table 6. The identification results of the *S. brachista* allele genes.

Supplementary Table 7. The alignment rate of clean data in 21 samples.

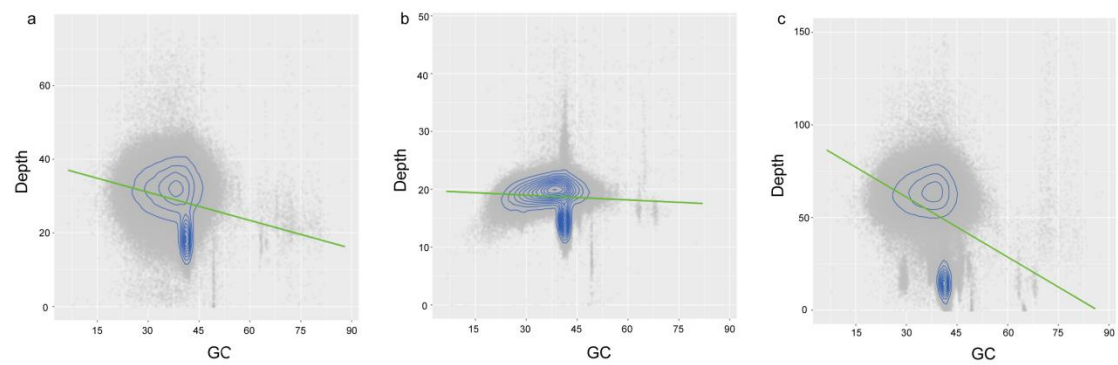

Supplementary Fig. 1. The scatterplot of GC and coverage depth distribution of HiFi data (a), the Illumina data (b) and ONT data (c).

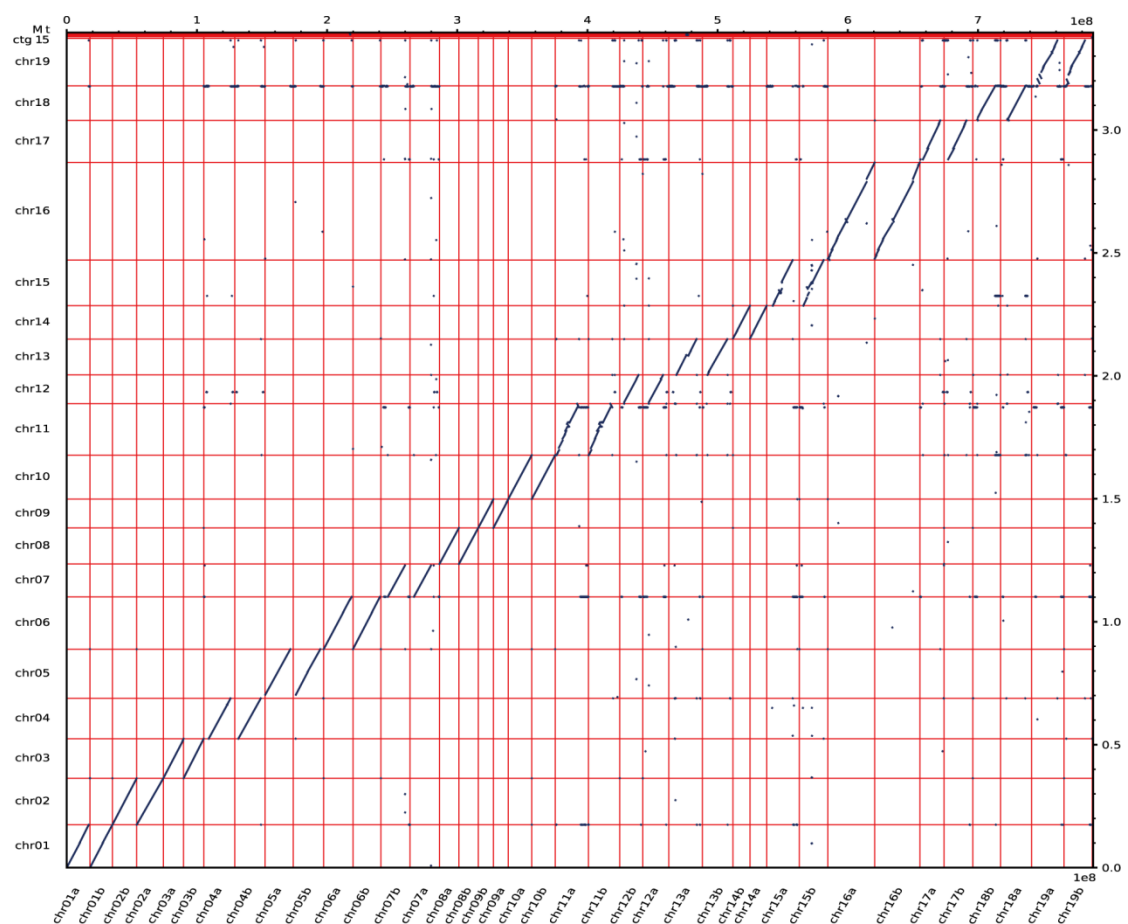

Supplementary Fig. 2. Dot-plot of synteny blocks between the published genome and two haplotypes within *S. brachista*. The x-axis represents the two haploid genomes and the y-axis is the published genome.

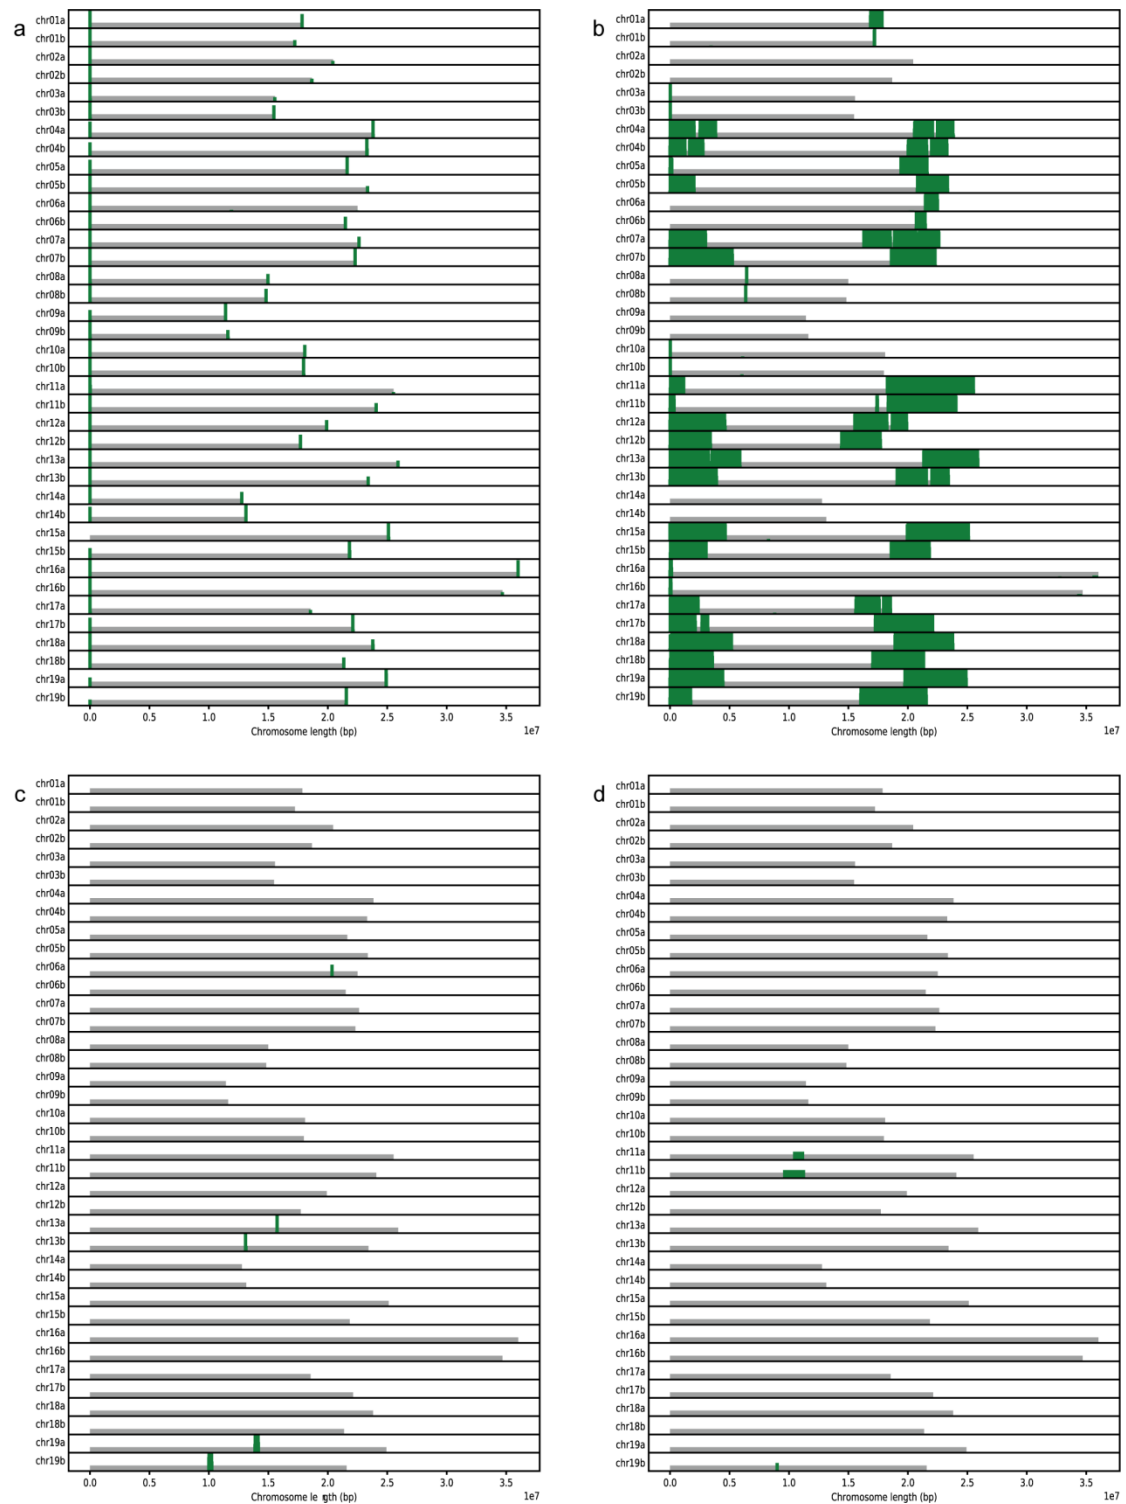

Supplementary Fig. 3. Bar plots of distribution of several characteristic sequences across 38 chromosomes. The green means the characteristic sequences position. (a) Telomeres. (b) Tandem repeat regions. (c) 5S rDNA. (d) 18-5.8-28S rDNA.

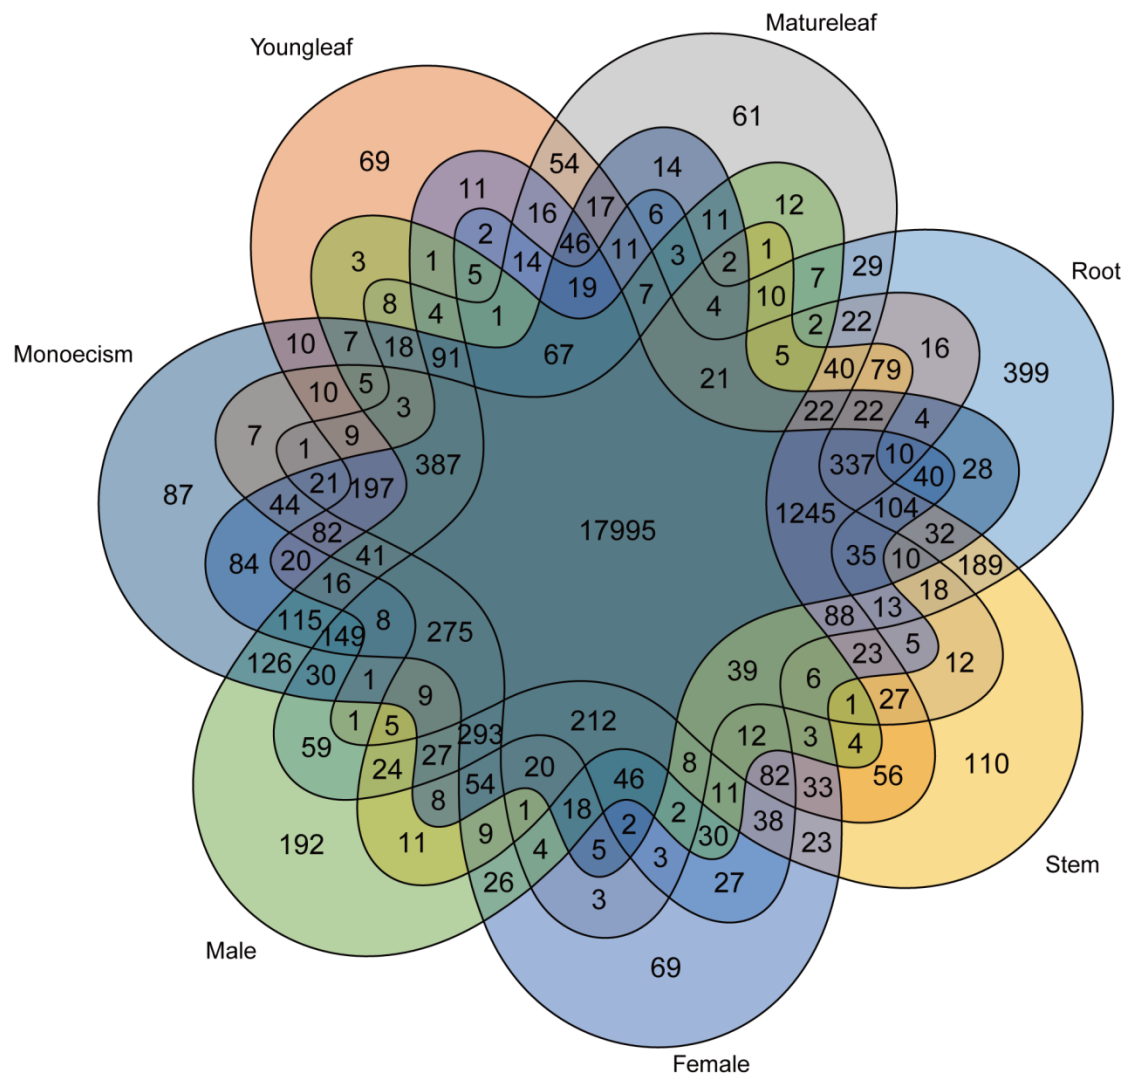

Supplementary Fig. 4. A Venn of specific-organ expression genes. The different colors represent different organs.

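Most expressed genes were shared by all organs. Of 24788 genes with a mean FPKM above 0.3 in any organ, 17995 (72.6%) were expressed in all 7 organs, and 3799 of 28587 genes were expressed in none. A further 2246 genes were expressed in 6 organs, of which 1245 lacked expression only in male flower and 387 only in root. A further 699 genes were expressed in at least 1 of the 3 kinds of flower and not in leaves, stem or root. In all organs, 1815 genes exceeded 20 FPKM.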

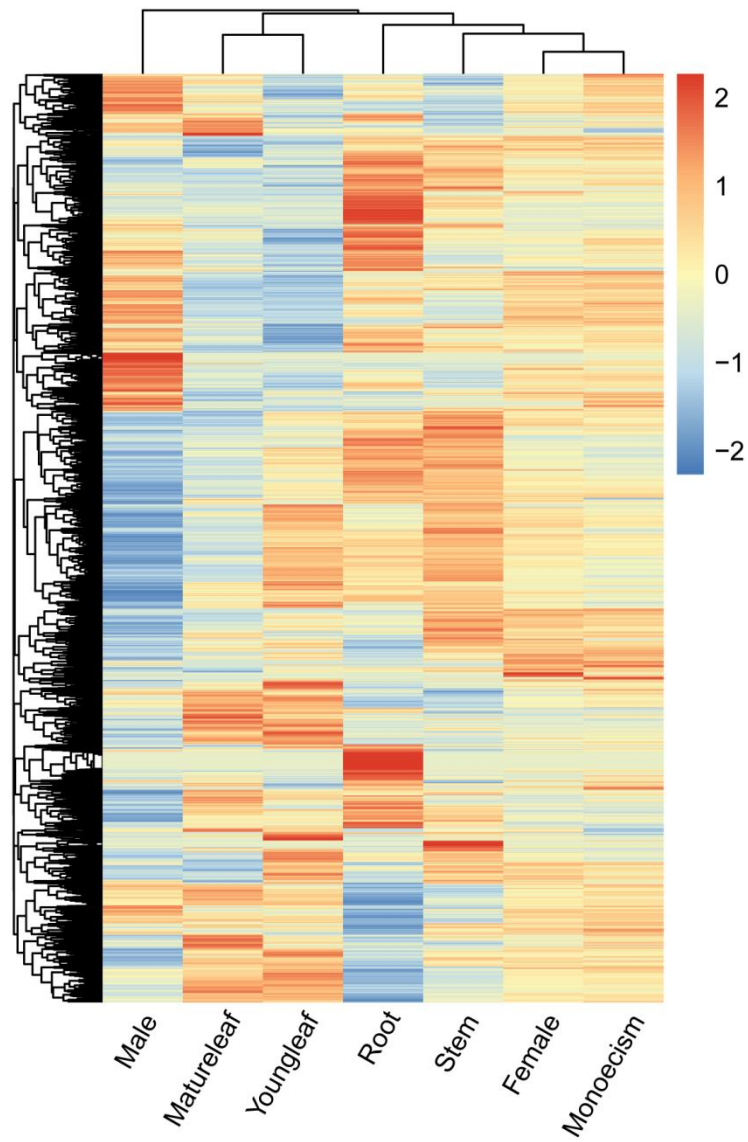

Supplementary Fig. 5. A heatmap of 17,387 DEGs among seven tissues. The expression level was normalized by row.

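The authors' deposited table of differentially expressed genes lists 17387 genes with a mean FPKM per organ. By these means, 4367 of its genes (25.12%) were highest in root, 3215 (18.49%) in stem, 2804 (16.13%) in male flower and 2753 (15.83%) in young leaf. Mature leaf was highest for 2029 genes (11.67%), monoecious flower for 1208 (6.95%) and female flower for 1011 (5.81%). Of the listed genes, 17212 were among those tested here. The genes called with limma in any comparison of organs and the authors' genes shared 14975 members, where 11378.8 would be shared by independent lists of these sizes. Both lists rest on the same libraries and thresholds, so the larger overlap is no separate evidence for either. Called genes absent from the authors' list numbered 1206, and 2237 tested genes of that list were not called.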

Supplementary Table 1. Statistics of the long-read HiFi data, Hi-C data and full-length transcripts data.

	**Raw<br>reads (M)**	**Raw bases<br>(Gb)**	**Clean<br>reads (M)**	**Clean<br>bases (Gb)**	**Clean<br>N50 (bp)**	**Clean<br>L50 (bp)**	**Clean<br>Q30 (%)**	**GC content<br>(%)**	**Max.<br>(bp)**	**Min.<br>(bp)**	**Average<br>length (bp)**	**Coverge**
HiFi reads	2.11	38.34	1.78	32.08	17,930	932,517	-	35.38	49,748	44	18,144	100×
Hi-C reads	330.98	**49.65**	323.96	48.59	150	150	91.58	-	150	150	150	126×
Full-length<br>trans reads	17.82	17.45	16.45	16.15	1,194	4,345,931	-	42.92	79,715	88	981	42×

Supplementary Table 2. Transcriptome data of each sample statistics.

**Sample ID**	**Organ**	**Raw reads(M)**	**Raw bases(G)**	**Raw Q30(%)**	**Clean reads(M)**	**Clean bases(G)**	**Clean Q30(%)**	**GC content(%)**	**Average length(bp)**
S21G0284	female	22	4.2	92.87	21.6	3.1	98.35	45.85	148
S21G0285	young leaf	18.7	5.6	92.42	18.4	2.6	98.20	45.76	147
S21G0286	mature leaf	22.1	5.3	92.59	21.7	3.1	98.27	46.29	148
S21G0287	root	20.7	4.9	92.57	20.3	2.9	98.29	47.62	148
S21G0288	stem	21	6.3	92.63	20.7	3	98.24	45.33	147
S21G0289	root	19.5	5.8	92.19	19.1	2.8	98.17	46.11	148
S21G0290	young leaf	18.5	5.6	91.95	18.2	2.6	98.08	46.33	148
S21G0291	mature leaf	20.2	6.1	92.57	19.8	2.9	98.27	46.45	148
S21G0292	female	19.1	5.7	92.11	18.7	2.7	98.13	45.62	148
S21G0293	stem	22.4	4.4	92.79	21.9	3.2	98.34	45.61	148
S21G0294	root	22.1	4.8	91.96	21.7	3.1	98.08	46.20	147
S21G0295	young leaf	20.6	6.2	92.57	20.2	2.9	98.25	45.70	148
S21G0296	mature leaf	18.2	5.5	92.73	17.9	2.6	98.33	46.27	148
S21G0297	female	16.9	4.2	92.52	16.5	2.4	98.29	45.18	148
S21G0298	stem	19.2	5.8	92.67	18.9	2.7	98.28	45.39	148
S21G0299	male	8.5	2.5	92.47	8.3	1.2	98.28	46.01	147
S21G0300	male	14.8	4.5	92.89	14.7	2.1	98.28	45.84	148
S21G0301	male	20.4	6.1	92.46	20	2.9	98.27	45.90	148
S21G0302	monoecious	20.4	4.8	92.57	20.2	2.9	98.19	45.91	148
S21G0303	monoecious	21.3	5.1	92.84	21.1	3	98.27	45.52	148
S21G0304	monoecious	18.9	5.7	93.00	18.7	2.7	98.29	45.52	148

Supplementary Table 3. Statistics of the chromosomal level assembly *S. brachista*.

**Chr ID**	**Length (bp)**	**Contig number**	**Gap number**	**Gap length (bp)**
chr01a	17,861,335	1	0	0
chr01b	17,228,725	1	0	0
chr02a	20,439,513	1	0	0
chr02b	18,667,281	1	0	0
chr03a	15,550,447	1	0	0
chr03b	15,478,125	1	0	0
chr04a	23,839,391	1	0	0
chr04b	23,302,392	1	0	0
chr05a	21,637,261	1	0	0
chr05b	23,363,187	1	0	0
chr06a	22,503,130	1	0	0
chr06b	21,499,706	1	0	0
chr07a	22,629,168	1	0	0
chr07b	22,312,318	1	0	0
chr08a	14,982,111	1	0	0
chr08b	14,821,491	1	0	0
chr09a	11,424,557	1	0	0
chr09b	11,622,248	1	0	0
chr10a	18,079,726	1	0	0
chr10b	17,983,182	1	0	0
chr11a	25,529,441	1	0	0
chr11b	24,071,074	1	0	0
chr12a	19,913,957	1	0	0
chr12b	17,716,617	1	0	0
chr13a	25,909,808	1	0	0
chr13b	23,420,718	1	0	0
chr14a	12,772,685	1	0	0
chr14b	13,139,249	1	0	0
chr15a	25,121,749	2	1	100
chr15b	21,845,516	2	1	100
chr16a	36,017,666	1	0	0
chr16b	34,689,865	1	0	0
chr17a	18,550,349	1	0	0
chr17b	22,122,785	1	0	0
chr18a	23,806,130	1	0	0
chr18b	21,361,400	1	0	0
chr19a	24,926,306	1	0	0
chr19b	21,577,110	1	0	0

Total length	787,717,719 (99.90%)	1	0	0
Mt	630,081 (0.08%)	1	0	0
Pt	155,612 (0.02%)	1	0	0
tg	0	0	0	0

Note: chr is chromosomes, tg is scattered sequences, Pt and Mt are chloroplasts and mitochondria, respectively.

Supplementary Table 4. Repeat annotations of the *S. brachista* genome assembly.

Order	Superfamily	Number	Length(bp)	Percent(%)	Mean length(bp)
LTR	Total	211,799	125,865,993	15.96	594.3
	Copia	51,981	48,965,945	6.21	942.0
	Gypsy	53,704	36,536,663	4.63	680.3
	Unknown	106,114	40,363,385	5.12	380.4
Pararetrovirus	-	141	176,777	0.02	1253.7
LINE	-	1,032	1,025,327	0.13	993.5
	Unknown	1,032	1,025,327	0.13	993.5
DNA	Total	429,191	106,164,651	13.46	247.4
	DTA	13,730	5,919,351	0.75	431.1
	DTC	10,156	3,937,264	0.50	387.7
	DTH	6,411	2,889,415	0.37	450.7
	DTM	10,972	3,313,490	0.42	302.0
	DTT	940	239,480	0.03	254.8
	Helitron	386,982	89,865,651	11.40	232.2
MITE	Total	4,625	1,466,742	0.19	317.1
	DTA	3,092	1,189,621	0.15	384.7
	DTC	66	17,561	0.00	266.1
	DTH	165	32,114	0.00	194.6
	DTM	1,296	225,068	0.03	173.7
	DTT	6	2,378	0.00	396.3
Unknown	-	202,592	172,615,028	21.89	852.0
Simple_repeat	-	243,797	11,322,874	1.44	46.4
Low_complexity	-	45,061	2,230,818	0.28	49.5
Total	-	1,138,238	420,868,210	53.38	369.8

Supplementary Table 5. Annotations of the *S. brachista* genome assembly.

**Feature**		**Number**	**Min.(bp)**	**Max. (bp)**	**Median (bp)**	**Mean (bp)**
Gene	Total	57,169	56	384,610	3,042	4,013.0
	Transcript	90,195	56	17,997	1,945	2,129.5
	CDS	86,264	153	16,350	1,155	1,391.9
	Exon	581,896	3	16,988	154	330.1
	Intron	491,701	4	375,794	186	443.9
Coding gene	Total	53,238	153	384,610	3,256	4,282.2
	Transcript	86,264	153	17,997	1,996	2,209.8
	CDS	86,264	153	16,350	1,155	1,391.9
	Exon	577,816	3	16,988	156	329.9
	Intron	491,558	21	375,794	186	444.1
rRNA	-	1,414	-	-	-	-
tRNA	-	1,301	-	-	-	-
ncRNA	-	1,216	-	-	-	-

Supplementary Table 6. The identification results of the *S. brachista* allele genes.

**Chr**	**Ref gene**	**Allele gene**	**Tandem gene**	**Paralog gene**
Chr01	1,520	1,520	84	161
Chr02	1,731	1,731	15	64
Chr03	1,332	1,332	27	62
Chr04	1,297	1,297	14	42
Chr05	1,565	1,565	13	67
Chr06	1,813	1,813	19	77
Chr07	958	958	22	43
Chr08	1,409	1,409	19	73
Chr09	1,137	1,137	18	58
Chr10	1,566	1,566	25	58
Chr11	906	906	58	89
Chr12	834	834	12	62
Chr13	893	893	39	36
Chr14	1,220	1,220	17	81
Chr15	997	997	36	155
Chr16	2,242	2,242	66	111
Chr17	825	825	72	92
Chr18	825	825	24	41
Chr19	674	674	67	87
Total	23,744	23,744	647	1,459

Supplementary Table 7. The alignment rate of clean data in 21 samples.

**Sample ID**	**Organ**	**Alignment rate**
S21G0284	female	90.16%
S21G0285	young leaf	88.03%
S21G0286	mature leaf	87.99%
S21G0287	root	64.55%
S21G0288	stem	90.20%
S21G0289	root	75.97%
S21G0290	young leaf	87.67%
S21G0291	mature leaf	88.67%
S21G0292	female	89.66%
S21G0293	stem	90.30%
S21G0294	root	80.27%
S21G0295	young leaf	87.08%
S21G0296	mature leaf	88.23%
S21G0297	female	87.55%
S21G0298	stem	90.19%
S21G0299	male	84.50%
S21G0300	male	89.82%
S21G0301	male	90.13%
S21G0302	monoecious	89.65%
S21G0303	monoecious	89.76%
S21G0304	monoecious	88.88%
Average rate		86.63%

How the deposited data were processed for this re-analysis (not part of the article)

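RNA was measured in 21 short-read libraries of Cushion willow (root, stem, young leaf, mature leaf, female flower, male flower and monoecious flower, with 3 libraries each) and in 1 full-length library of 5 mixed organs. Libraries were grouped by organ and replicate as named in the sample labels, which match the organs of Supplementary Table 2. By the paper's account, the replicates of an organ came from different plants.

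The authors trimmed the short reads and aligned them to haplotype A; the submitters' processing notes name Trimmomatic 0.39, HISAT2 2.2.1 and DESeq2 1.32.0. The authors then calculated FPKM per gene with StringTie2, and the deposited tables also give TPM and the coverage signal of each gene. The deposited tables per organ hold the FPKM of the 3 libraries and the authors' mean. The deposited table of differentially expressed genes holds the authors' mean FPKM of 17387 genes. The authors listed splicing events from full-length transcripts with SUPPA2 and poly(A) sites with LAPA. The deposited table of poly(A) sites gives the read count of each site, its TPM and its usage as a fraction of the reads of the gene. FPKM and TPM are relative to the reads of a library, so a few abundant genes lower the values of all others.

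From these files, Pearson's r, numbers of expressed genes (mean FPKM above 0.3), highly expressed genes (above 20) and organ-specific genes were computed on FPKM as deposited. No read counts per gene were used, so no count model was fitted. Differences between organs were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend) on log2(FPKM + 0.3), after scaling by median-of-ratios factors between 0.5019 and 1.2807. Genes with FPKM above 0.3 in at least 3 libraries were tested (24476 genes). Genes were called at an adjusted p below 0.01 and an absolute log2 fold change of at least 1, the thresholds of the paper. All 21 libraries entered 1 fit, and p-values were adjusted by Benjamini and Hochberg's method within each comparison. The median log2 change of all genes tested was 0.14 for female minus male and -0.12 for male minus monoecious with these factors. Without scaling factors these medians were 0.58 and -0.61, and after quantile normalization they were -0.065 and 0.071.

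The test was checked on simulated data with 24476 genes for each comparison, of which 100 were changed by each of the sizes given here. The changed genes were drawn only from genes above a set mean level on the log2 scale. The numbers recovered therefore do not cover low genes. For female and male flowers, 90 of 100 genes changed by 3 on the log2 scale and 34 of 100 changed by 1.5 were recovered. For female and monoecious flowers these numbers were 78 and 31, for male and monoecious flowers 74 and 32, and for young and mature leaf 79 and 43. At most 2 unchanged genes were called. With 3 libraries per organ, smaller changes are therefore often missed. The simulated noise was independent between libraries and had the same spread in all libraries for a gene. Library weights in the real data ranged from 0.197 to 3.983, so the numbers recovered and wrongly called may not hold for the real libraries.

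Named genes follow a rule set before the data were examined, as were the tests of organs, chromosomes, splicing classes and poly(A) features and most alternatives. Per comparison, the 2 largest and 2 smallest fold changes were named among called genes whose libraries do not overlap and whose higher mean is at least 5 FPKM. Per organ, the gene with the highest mean and the organ-specific gene with the highest mean were chosen, not all of which are printed. Per splicing class, the gene with the most events was chosen, and for poly(A) sites the gene with the most sites and the site with the most reads.

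Young and mature leaf libraries with the same replicate number deviated together from the means of their organs (correlations of 0.569, 0.603 and 0.659 for numbers 1, 2 and 3), so the numbers pair these libraries. Correlations were also above 0.1 for every number in 7 other pairs among root, stem, leaves and female flower. This pairing comes from the data. Library names in the labels run in sets by number over these 5 organs, while male and monoecious flowers are named apart, and neither labels nor paper state what a set shares.

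The alternatives were other pseudocounts (0.1 and 1), filters on low values, scalings, TPM, limma-voom on approximate reads, library weights, the replicate number as a block, other samples in the fit, other thresholds and leaving out each library. Shares of events and sites have Wilson 95% intervals, and shares of genes per chromosome were compared with Fisher's exact test. Tables and plots were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. Gene ontology and pathway enrichment and lists of named genes were not analysed here, because the data used here do not pair identifiers with names or terms. A reference genome was not used here.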

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

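All tests in this part were chosen after the results were seen. Libraries with the same replicate number deviated together from the means of their organs in 8 of 21 pairs of organs, all among root, stem, young leaf, mature leaf and female flower, which the paper does not report on. In each other pair at least 1 of the 3 correlations was at or below 0.1, and between female and monoecious flowers the correlations for the same number were -0.522 to -0.129. Allowing for organ, limma called 38 of 24476 genes as following the replicate number over all 7 organs (adjusted p below 0.01 and a range of at least 1 on the log2 scale). The highest number among shuffles of the numbers within organs was 6, and 1 of 100 arrangements, the real one, reached 38. Chance is thereby argued against but not excluded, because the shuffles were run after the pairing had been seen in the same libraries. In root, stem, young leaf, mature leaf and female flower alone, 728 genes were called; these organs were picked because most of their same-numbered pairs deviated together, so that this count is no test of the pattern. Sabrh13aG0070900 on chromosome 13 (16359263 to 16361325) had means of 10.1 and 28.2 FPKM over these organs in numbers 1 and 2 and was listed at 0 in number 3.

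Over the 5 organs, 49 of the genes tested were at or above 1 FPKM in all libraries of a number and at or below 0.1 in all of another. Sequencing depth is argued against for these genes, since the mean approximate reads per library of a number lay between 23.81 and 25.07 M, a ratio of 1.05. A library batch that moves genes of like transcript length and level alike is argued against for them as well. Of 50 genes matched to each in both, 2.33% were lower by 10 times or more between the same numbers. The 49 genes were picked for their change and the matched genes were not, so this share does not address a batch acting gene by gene. Of the 49, 35 were also on and off within male or within monoecious flowers, whose libraries are named apart (71.43%, against 20.61% of matched genes). For the 680 of the 728 genes that are not among these 49, of which 1 was not called, a batch cannot be told apart from a shared plant, since neither labels nor paper say what a number shares; they held 83 neighbouring pairs on the chromosomes, against at most 31 in random sets, but neighbours can be copies of like sequence, which a batch would move together. Genetic differences between the plants sampled under each number may account for the pattern; this hypothesis was not tested.

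Poly(A) sites were also listed on the organelle genomes, which the paper does not discuss. The chloroplast had 127 sites with 183339 reads and the mitochondrion 146 sites with 89875 reads.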

How the results depend on the processing

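The fits over 5 organs, which leave out male and monoecious flowers, with and without the replicate number as a block, and the addition of the organelles to the chromosomes, were chosen after the data were seen; all other alternatives were set before. Of 33 settings, none changed the 16181 genes that differed across organs by over 1.5 times (13578 to 17717). The mean number of expressed genes and the number of libraries nearest to their organ moved by under 1.5 times under every setting run. The position of monoecious flowers (0.179) moved by less than its SD of 0.236, but lay between 0.067 and 0.315 without single libraries. No named gene reversed, and 29 of 229 values for 13 named genes no longer passed the threshold. The cause was not tested for any of the changes that follow.

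The lowest r between replicates became 0.863 on the log2 scale, 0.873 with Spearman's rho and 0.433 without the 100 most abundant genes, and 0.655 to 0.821 without single libraries. Highly expressed genes were 22.59% on average, and 18.161% when every library had to pass, 27.267% when 1 had to, 25.312% with expression at FPKM above 1 and 41.6% with TPM. Organ-specific genes fell from 987 to 145 under the stricter demand on single libraries.

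Between female and male flowers, quantile normalization called 2732 genes, limma-voom on approximate reads 2636 and a fit of only the 6 libraries 10 (1771 to 7057 without single libraries, main count 4399). Between female and monoecious flowers these settings called 2, 1 and 0 genes, a filter at FPKM above 1 called 2 and library weights 400 (0 to 27 without single libraries, main count 5). Between male and monoecious flowers they called 1547, 999 and 2 genes, and FPKM without scaling factors 4036 (990 to 6026 without single libraries, main count 2650). Between young and mature leaf, library weights called 4480 genes and the fit of only the 6 libraries 2282 (734 to 1331 without single libraries, main count 1697). The fit over 5 organs called 2732 genes there, and 3519 with the block. Between female flower and stem it called 1784 genes, and 2386 with the block (1182 over 7 organs). With both changes 4430 genes were called between female flower and mature leaf (2677 over 7 organs), 3929 between female flower and young leaf (2439) and 4119 between root and stem (2561), where leaving out the libraries alone gave 3650, 3281 and 3265. Within 5 organs the block moved none of 8 pairs of organs by over 1.5 times (1.1 to 1.34 times).

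With the replicate number as a block over all organs, the replicate block gave 4507, 5, 2660 and 1784 genes in these 4 comparisons and 16582 across organs. It moved none of these counts by over 1.5 times. The numbers did not pair the flower libraries, where own numbers correlated best in 2 of 6 cases for female and male and 0 of 6 for the others.

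Chromosomes with a share of female and male genes apart from the others numbered 0, but 2 without scaling factors, 0 to 3 without single libraries (3 without male flower replicate 3) and 2 with the organelles added. Retained introns were 44.56% by genes. The share of highly expressed genes with a splicing event was 59.12% with median FPKM and 37.37% without retained introns, against 56.52%. Poly(A) sites in 3' UTRs were 65.84% by reads. Counted by genes, 3' UTRs held 85.35% without intergenic sites, which have no gene, against 87.36% of the sites outside intergenic regions; a minimum of 10 reads changed nothing, as no listed site had fewer. The lists of named genes were not run. Male flower replicate 1 had the lowest depth (9.6 M approximate reads) and the fewest expressed genes (17901), but no test at equal depth was made, and male flower replicate 2 with 19.45 M had 19447, against 21708 in root replicate 1 with 19.41 M.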

Differences from the paper's values

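No alternative was chosen to approach the paper's values, and the only alternatives named here that were added after seeing the data are the fits over 5 organs. The paper gives 0.65 as the lowest squared correlation (r2) between replicates, and here the lowest r squared was 0.430. The lowest r was 0.655, and the values printed in Fig. 2 match r rather than r squared. Alternatives were computed for r only.

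The next comparisons set genes called with limma on FPKM beside those of the paper, which used DESeq2 on read counts with the same thresholds. Between female and male flowers 4399 genes were called, and the paper's number is about 2100 in Fig. 5a, read by eye. Of the alternatives set before the data were examined, quantile normalization (2732), limma-voom (2636) and leaving out female flower replicate 1 (1771) or 3 (2045) or male flower replicate 1 (2623) or 2 (2961) came within 1.5 times of it. The other pseudocounts, filters and scalings, TPM, library weights, the replicate block, the fit of 6 libraries and leaving out female flower replicate 2 or male flower replicate 3 did not.

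Between female and monoecious flowers 5 genes were called, and the paper's number is about 1500 in Fig. 5b, read by eye. Between male and monoecious flowers 2650 genes were called, and the paper's number is about 70 in Fig. 5c, read by eye. None of the alternatives came within 1.5 times of the paper's number in either comparison. In Fig. 5 the female and monoecious comparison has more genes than the male and monoecious comparison, while here it has fewer.

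Between young and mature leaf 1697 genes were called, and the paper's number is about 4600 in Fig. 5d, read by eye. Library weights (4480), set before the data were examined, came within 1.5 times of it, and none of the other alternatives set then did. The fit over 5 organs with the replicate number as a block (3519), chosen after seeing the values, also did, while that fit without the block (2732) did not; how many of the paper's own genes it drops is not known here, as the paper's genes per comparison were not used.

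The paper's text gives 355 mutually exclusive exons and the deposited table holds 388, which matches the number printed in Fig. 6a. The paper's 28587 transcripts equal the number of gene identifiers in the tables, some of which have several transcripts.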

Other observations

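The tests of leading transcripts, of female flower replicate 2 and of other splits of the libraries, the distance to intergenic poly(A) sites and the addition of the organelles were chosen only after the results were seen, as was the restriction to 19 chromosomes. The transcript that led a gene's expression seldom changed between organs. Of 5666 genes with a leading transcript in at least 2 organs, 402 (7.09%) had a different one in a pair of organs. Male flower and root differed most (71 of 3024 genes, 2.35%) and female and monoecious flowers least (28 of 4013 genes, 0.7%). With permuted organ labels the highest number was 333 and the median 263, and 1 of 100 arrangements, the real one, reached 402, so chance can be excluded as the source of the whole number, though most of it also arose under permuted labels.

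Haplotype A held between 48.02% ± 0.73 of FPKM in young leaf and 52.19% ± 1.25 in male flower (SD, n = 3 each), with 47.18% to 53.58% in single libraries. Of the 7969 intergenic poly(A) sites, 3527 (44.26%) lay within 1000 bp downstream of a gene on its strand, at a median distance of 210 bp, and they held 51.37% of intergenic reads.

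Chromosomes 7 and 15 carry sex-determining regions in other willows. Of the genes tested, 18.47% on chromosome 7 and 20.78% on chromosome 15 differed between female and male flowers, with odds ratios of 1.03 and 1.20 against the other chromosomes (adjusted p 0.817 and 0.124, Fisher's exact test over 19 chromosomes). No chromosome passed an adjusted p of 0.05 in Fisher's exact test, and 3 had an unadjusted p below it (11, 15 and 19). With the organelles added, 0 of 64 chloroplast genes and 1 of 45 mitochondrial genes had changed (adjusted p 9.74e-05 and 0.0294, Fisher's exact test). Genes are not independent, so these p-values describe these libraries only.

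Over the genes called without each library, female flower replicate 2 stood at 0.459 between the remaining female (0) and male libraries (1), and the position of male flower replicate 3 was 0.435. Male RNA in that female library is argued against for genes higher in female flowers, as 331 of them lost a median of 63.57% of their level while 117 genes expressed in male flowers and near 0 in the other female libraries reached 1.06% of the male level (upper quartile 9.55%). For genes higher in male flowers it cannot be told apart from a rise in the flower itself, since a small share moves low genes far on the log2 scale, and their position was 0.64, against 0.386 for genes higher in female flowers. Whether the library was swapped with another plant cannot be told, since neither labels nor paper state what a number shares. The library deviated together with leaves and stem of its own number (correlations of at least 0.396) and not with those of other numbers (at most -0.108). Deviations from an organ mean cancel over its libraries, so the negative values partly follow from the positive ones. Root went the other way, with 0.151 for its own number and 0.264 for number 1. A monoecious flower in the library cannot be told apart from a female flower, because few genes separate the groups and monoecious libraries ranged from -0.083 to 0.384, and flower stage or the tissue sampled, which were not tested, may also account for the position of 0.459.

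Libraries of 3 against 3 allow 10 splits, too few for a share under 0.05. Between female and male flowers, 1 split of 10 reached the real count of 4399, and the highest other gave 1829. That split exchanged female flower replicate 2 and male flower replicate 3, the libraries at 0.459 and 0.435 above, and each remaining split gave 0 or 1. Between male and monoecious flowers 1 of 10 reached 2650 and the highest other gave 6. Between young and mature leaf 1 of 10 reached 1697 and the highest other gave 0, including the 3 other splits that part all 3 pairs of numbers. Between female and monoecious flowers 3 of 10 reached 5, and the highest gave 217, with female flower replicates 1 and 3 and monoecious flower replicate 2 against the rest. The first 3 stood at -0.178, -0.118 and -0.083 between female (0) and male flowers (1). Female flower replicate 2 and monoecious flower replicates 1 and 3 stood at 0.459, 0.211 and 0.384. The split with 217 genes thus followed this position and not the labels of the flowers. Across the 7 organs, 1 of 100 arrangements of labels reached 16181 and the highest other gave 2085, so chance can be excluded.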
